# Alginate oligosaccharides improve germ cell development and testicular microenvironment to rescue busulfan disrupted spermatogenesis

**DOI:** 10.7150/thno.43189

**Published:** 2020-02-10

**Authors:** Yong Zhao, Pengfei Zhang, Wei Ge, Yanni Feng, Lan Li, Zhongyi Sun, Hongfu Zhang, Wei Shen

**Keywords:** AOS, Single cell RNA sequencing, Spermatogenesis, Metabolome, Microbiota

## Abstract

**Rationale**: Busulfan is currently an indispensable anti-cancer drug, particularly for children, but the side effects on male reproduction are so serious that critical drug management is needed to minimize any negative impact. Meanwhile, alginate oligosaccharides (AOS) are natural products with many consequent advantages, that have attracted a great deal of pharmaceutical attention. In the current investigation, we performed single-cell RNA sequencing on murine testes treated with busulfan and/or AOS to define the mitigating effects of AOS on spermatogenesis at the single cell level.

**Methods**: Testicular cells (*in vivo*) were examined by single cell RNA sequencing analysis, histopathological analysis, immunofluorescence staining, and Western blotting. Testes samples (*ex vivo*) underwent RNA sequencing analysis. Blood and testicular metabolomes were determined by liquid chromatography-mass spectrometry (LC/MS).

**Results**: We found that AOS increased murine sperm concentration and motility, and rescued busulfan disrupted spermatogenesis through improving (i) the proportion of germ cells, (ii) gene expression important for spermatogenesis, and (iii) transcriptional factors *in vivo*. Furthermore, AOS promoted the *ex vivo* expression of genes important for spermatogenesis*.* Finally, our results showed that AOS improved blood and testis metabolomes as well as the gut microbiota to support the recovery of spermatogenesis.

**Conclusions**: AOS could be used to improve fertility in patients undergoing chemotherapy and to combat other factors that induce infertility in humans.

## Introduction

Spermatozoa develops from spermatogonial stem cells (SSC) in the testis during the complex and orchestrated process of spermatogenesis. During spermatogenesis, spermatogonia (SPGs) develop into spermatocytes (SPCs); then, following meiosis, haploid spermatids (STs) are formed which subsequently develop into spermatozoa 1,2. Spermatogonial stem cells (SSCs) are a group of undifferentiated SPGs that can be self-renewing and are responsible for maintaining the pool of male germ cells. Somatic cells, namely Sertoli cells (SCs) and Leydig cells (LCs) play indispensable roles in spermatogenesis. SCs act as nurse cells to maintain germ cell differentiation, whereas LCs produce androgens and other factors to support spermatogenesis. Another type of somatic cell, peritubular myoid cells (PTMs) are muscle cells that support the seminiferous tubules. All these cells orchestrate together to produce functional sperm 1-3. This process, however, is vulnerable to environmental contamination, anti-cancer drugs, and other factors 3-7.

For many reasons, the incidence of malignancies continues to rise worldwide and has resulted in the increased use of anti-cancer drugs 8-10. Busulfan is an anti-cancer alkylating agent that has been widely used to treat lymphoma, chronic leukemia, and is also used to improve outcomes after allogeneic haemopoietic cell transplantation or the conditioning regimen before hematopoietic stem cell transplantation 11-13. Busulfan is one of the very few anti-cancer drugs used in children under the age of three 12-14; it gives excellent results but it also produces several side effects 11,13, one being its toxicity on the reproductive system 15. Busulfan can destroy testicular germ cells, decrease testis weight and sperm motility, increase sperm abnormalities and oligo-azoospermia rate, and finally cause temporary or permanent sterility 8,15,16. Since busulfan is such an important anti-cancer drug, especially for children, and the side effects on male reproduction are so serious, it is critical to employ good drug management to minimize its negative impact. Many studies report on various management tools that have been used in an attempt to reduce the side effects of busulfan on male reproduction, particularly spermatogenesis 5-7. Molybdenum (Mo) can rescue germ cell development, and maintain blood testosterone, estradiol, and luteinizing hormone levels to improve spermatogenesis in mice 6. Olive leaf extract ameliorates the negative effect of busulfan on spermatogenesis 8. Korean red ginseng has been found to attenuate busulfan induced disruption of spermatogenesis 5. Furthermore, Chi et al. report that genistein can decrease intra-testicular testosterone (ITT) levels and improve spermatogenesis in rats after busulfan treatment, which indicates that it could potentially rescue male fertility in busulfan treated cancer patients 7.

Alginate oligosaccharides (AOS) have attracted considerable pharmaceutical attention due to their natural properties, which include non-immunogenicity, non-toxicity, and biodegradability (biodegradable polymers) 17-22. AOS are the degradation products of alginate (one type of marine polysaccharide from brown seaweed) which are composed of α-L-guluronate (G) and β-D-mannuronate (M) joined by 1, 4-glycoside bonds 18. AOS have many pharmacological benefits in the fields of anti-inflammation 19, anti-apoptosis 23, anti-proliferation 24, antioxidant activities 22,23,25, and even anti-cancer properties 26. AOS decrease the formation of nitric oxide and prostaglandin E2, reduce the secretion of proinflammatory cytokines, and inhibit the expression of toll-like receptor 4, nuclear factor (NF)-κB, inducible nitric oxide synthase, and cyclooxygenase-2 to prevent lipopolysaccharide /β-amyloid (Aβ)-induced neuroinflammation 27. It has been demonstrated that AOS protects against acute cardiotoxicity [myocardial ischemia/reperfusion (I/R) injury] produced by the highly potent chemotherapeutic agent doxorubicin through blocking oxidative stress and endoplasmic reticulum stress-mediated apoptosis 25,28. Tusi et al., discovered that AOS can prevent neurodegenerative diseases (Alzheimer's disease) similarly through anti-oxidant and anti-ER stress-induced apoptosis 23. Because of these qualities, AOS have been recognized as a safe biopolymer by the U.S. Food and Drug Administration (reference no. 21CFR184.1724) and have been used in pharmaceutical, cosmeceutical, and nutraceutical fields 18,29. Although many efforts have been made to improve spermatogenesis after disruption by busulfan, there has been scant progress and little understanding of the improvement of spermatogenesis at the single cell level. Nowadays, however, single cell RNA sequencing analysis (scRNA-seq) can be used to understand human spermatogenesis at the single cell level 1,2. In this investigation, we performed scRNA-seq on murine testes treated with busulfan and/or AOS to define the rescuing effect of AOS on spermatogenesis at the single cell level. By comparing gene expression profiles of single cells from busulfan treated or busulfan plus AOS treated murine testes, we found that AOS can rescue busulfan disrupted spermatogenesis.

## Results

### AOS Increased the Motility and Concentration of Mouse Spermatozoa

As shown in Figure 1A, three-week-old ICR male mice were treated with busulfan once (40 mg/Kg body weight, BW) 5. The following day, the mice were dosed with a vehicle control (ddH_2_O) or AOS in ddH_2_O for five weeks. There were four treatment groups: A0 (vehicle control, ddH_2_O alone), A10 (10 mg/kg BW of AOS), B0 (busulfan alone)), and BA10 (busulfan plus AOS 10 mg/kg BW). Tissues were prepared as follows: sperm motility and concentration were determined by computer-assisted sperm assay (CASA), testis tubular cells were collected for 10x scRNA-seq, intestinal digesta was collected for 16s analysis, plasma was used to determine changes in blood metabolism, and testicular tissue was homogenized, after which the supernatant was used to determine alterations in testicular metabolism. We found that busulfan diminished murine sperm motility and concentration (Figure 1B-C). Compared to A0, A10 significantly increased sperm motility (113.8%) and concentration (116.8%), although the increase was relatively slight. However, compared to B0, BA10 dramatically increased sperm motility (4.2-fold) and concentration (3.1-fold; Figure 1B-C). The data were consistent with the testicular histopathology (Figure S1A).

### Global Transcriptional Profiling by scRNA-seq Analysis Revealed that AOS Rescued Busulfan Disrupted Spermatogenesis *in vivo*

After five weeks of treatment, murine testes were resected and digested, and single cells were collected for the 10x scRNA-seq analysis. In total, 8941, 9682, 4659, and 3778 testicular cells were obtained for A0, A10, B0, and BA10 treatment groups, respectively, using scRNA-seq analysis (Figure S1B). The average number of genes and unique molecular identifiers (UMI) per cell are presented in Figure S1C.

After filtration, data from the four groups were analyzed together using the Seurat package in R studio. t-distributed stochastic neighbor embedding (t-SNE) analysis was used to identify the cell types (Figure 1D; Figure S1D; Table S1) 1,2,30. In total, 27 060 cells from the four groups were organized into 16 clusters (Figure S1E). The marker genes for testicular germ cells and somatic cells have been reported previously 1-3. Using these marker genes in the current study, the 16 cell clusters were placed into four major groups: SPGs, SPCs, STs, and LCs/SCs (Figure 1E; Table S2). Other types of somatic cells were not found in our data as only testis tubular cells were collected for sequencing. The marker genes for SPGs are STK31, DAZL, ID4, NOC4L, and PTRHD1 which were present in clusters 8, 9, and 10; these three clusters were placed into one big cluster, namely SPGs (Figure 1E-F; Figure S1F). The marker genes for SPCs are SYCP1, SYCP3, REC8, and SPO11, which were found to be expressed mainly in clusters 0, 2, 3, 6, 13, 14, and 15; these seven clusters were grouped into one big cluster, namely SPCs (Figure 1E-F; Figure S1F). The marker genes for STs are PRM1, PRM23, TNP1, and TNP2, which were mainly expressed in clusters 1, 4, and 7; these three clusters were placed into one big cluster, namely STs (Figure 1E-F; Figure S1F). The marker genes for LCs are HSD3B1, STAR, INSL3 and the marker gene for SCs is SOX9, which were mainly expressed in clusters 5, 11, and 12 with SC count being low throughout. These three clusters (5, 11, and 12) were organized into one big cluster: LCs/SCs (Figure 1E-F; Figure S1F).

In the four large clusters (SPGs, SPCs, STs, and LCs/SCs) the percentage of each type of cell for each treatment group (A0, A10, B0, and BA10) were calculated (Figure 1G). Similar percentages of cells were found in the SPGs cluster between A0 and A10 (10.98% vs. 10.28%). The percentage of cells in the SPGs cluster was lowest (8.50%) for B0, and highest for BA10 (19.64%). The percentages of cells in the SPCs cluster were 58.92%, 48.46%, 13.87%, and 67.87% for A0, A10, B0, and BA10, respectively; while the percentages of cells in the STs cluster were 29.48%, 40.67%, 0.36%, and 12.44%, respectively. However, the percentages of cells in the LCs/SCs cluster were 0.62%, 0.59%, 77.27%, and 0.05%, respectively. This data showed no notable difference for all four treatment groups in the SPGs cluster; however, the percentage of SPCs and STs were much lower in the busulfan treatment group. Results indicated that AOS rescued these levels by dramatically increasing the number of SPCs and STs in B+A 10.

Furthermore, some of these proteins for the marker genes (DDX4, DAZL, SYCP3, TNP1, and SOX9) 1-3 were also determined in the testis samples by immunofluorescence staining (IHF; Figure 1H; Figure S2A-D). Busulfan (B0) decreased the number of DDX4 positive cells, whereas BA10 significantly increased them (Figure 1H, Figure S2A). DAZL is the SPG marker gene 1-3 and DAZL protein is expressed in SPGs (Figure 1H). The percentage of DAZL positive cells was lowest in B0; however, it was increased in BA10, to almost similar levels as in A0 or A10 (Figure 1H and Figure S2B). SYCP3 is the SPC marker gene, it is a synaptonemal complex protein that plays a vital role in meiosis 1-3 and is expressed in early SPCs (Figure 1H). SYCP3 positive cells were scarce in the B0 group; however, they were present in similar numbers in BA10, A0, and A10 (Figure 1H; Figure S2C). TNP1 is the ST marker gene 1-3 and is expressed in STs (Figure 1H). Similar to DAZL and SYCP3, TNP1 positive cells were present at their lowest numbers in the B0 group; meanwhile, they were increased in BA10 and to similar levels as in A0 and A10 (Figure 1H; Figure S2D). SOX9 is the SC marker gene 1-3 and is expressed in SCs (Figure 1H). Because there were so few germ cells in the sample of the B0 group, the protein levels of SOX9 seemed to be brighter; however, the number of SCs were similar for all groups. The IHF data and scRNA-seq data concurred for these four treatment groups. The data suggested that busulfan disrupted the process of spermatogenesis. However, AOS protected spermatogenesis by promoting the development of spermatogonia to spermatocytes and on to spermatids.

### Deep Analysis of 10x scRNA-seq Data Discovered that AOS Improved Germ Cell Development Potential and Functions *in vivo*

In order to confirm the above data, we isolated germ cells (SPGs, SPCs, and STs clusters) from the total cell population. These germ cells were divided into 13 clusters by using similar criteria as for whole population cell analysis (Figure S2E-F). The marker genes for these clusters were identified and showed similar trends to the whole population analysis (Figure S2G-J). Subsequently, we performed Monocle analysis to determine the temporal order of these germ cells (SPGs, SPCs, and STs clusters). The unsupervised pseudotime, from SPGs to SPCs to STs, showed the developmental trajectory of mouse spermatogenesis (Figure 2A). We also checked the state of cells using Monocle analysis, and found that these cells were all at one developmental stage, which indicated that the cells matured in a strict time order (Figure 2B). We also checked the cells in each sample (A0, A10, B0, BA10) in the pseudotime plots (Figure 2C-G); we found that the cells for the A0 and A10 groups were similar (Figure 2D-E). However, there were only a few cells in the early stages of development (SPGs), and almost no cells in the SPC and ST stages in the B0 group (Figure 2F). On the other hand, there were many cells in the SPG and SPC stages and also some at ST in the pseudotime plot of the BA10 group (Figure 2G). Furthermore, we found that these three clusters (SPGs, SPCs, and STs) could be distinguished from each other by a few genes (Figure 2H). Based on subsequent t-distributed stochastic neighbor embedding (t-SNE) analysis, we found that there were specific differentially expressed marker genes for each cluster (SPGs, SPCs, STs, and LCs/SCs). The expression levels of the first 50 marker genes in each cluster are shown in Figure S3A-D. The data further suggested that AOS can protect spermatogenesis by regulating the expression of important genes.

Furthermore, in order to deeply investigate the mechanism by which AOS rescues spermatogenesis, gene regulatory networks were constructed using the single-cell regulatory network inference and clustering (SCENIC) computational pipeline 31. Germ cell identity and cell fate are governed by transcription factors and associated cofactors and they work in a coordinated manner to regulate the expression of target genes. SCENIC is an excellent tool for mapping the gene regulatory network (GRN) 31. The SCENIC AUCell algorithm was used in this study for cells in the SPG, SPC, and ST clusters 31. In total, 185 regulons were identified, differentially expressed, and were active in the three treatment groups of testicular samples (Figure 2I; Table S3, Table S4). The active regulons were sample specific in each group (Figure 2I). Some of the important regulons were specifically expressed in A0 and A10, such as Klf1, Jund, and Sox6. Meanwhile some regulons were specifically expressed in BA10, such as Lef1 and Elf2, and some regulons were specifically expressed in B0, such as Wt1 and Egr4. The protein levels of some regulons were explored by western blotting (WB) (Figure 2J). We found that Jund was more abundant in the A10 group while Wt1 was more abundant in BA10 (Figure 2J). This data indicated that AOS modified transcription factors to regulate gene expression to, in turn, rescue spermatogenesis.

To identify the functions of the marker genes in each cluster of cells (SPGs, SPCs, STs, and LCs/SCs), we performed multiple enrichment analysis (Figure 3A). The most widely expressed marker genes for the SPG (574 genes), SPC (629 genes), ST (497 genes), and LC/SC (446 genes) clusters were analyzed together (Figure 3A). From the heatmap of enriched terms (top 20 terms) across these four clusters (colored according to *p*-values), we found that 11 terms were enriched in germ cells only, including: “meiotic cell cycle”, “protein-DNA complex subunit organization”, “cell cycle”, “APC/C-mediated degradation of cell cycle proteins”, “PIWI-interacting RNA (piRNA) biogenesis”, and others. Meanwhile, seven terms: “regulation of hormone levels”, “monocarboxylic acid metabolic process”, “steroid metabolic process”, “cofactor metabolic process” and others were enriched in the LC/SC cluster. Furthermore, two terms “cellular responses to stress” and “metabolism of RNA” were enriched in both germ cell (SPG, SPC, ST) and LC/SC clusters (Figure 3A). The data here suggested that marker genes and functions were specific for these clusters. The overlay genes and GO terms are shown in Figure 3B. Most of the overlay terms were in the three germ cell clusters. The first 20 enriched terms for each cluster are presented in Figure S4A-D. The data show the specific functions enriched in each cluster.

Next, we performed protein-protein interaction enrichment analysis for each of the germ cell clusters using marker genes (Figure 3C-E). The networks for each cluster contained the subset of proteins which formed physical interactions with at least one other member in the marker gene set. If the network included 3 to 500 proteins, the Molecular Complex Detection (MCODE) algorithm was used to determine the densely connected network components. For the SPG cluster, there were 12 MCODE and many proteins were connected together for MCODE 1, MCODE 2, MCODE 3, MCODE 4, MCODE 5, MCODE 6, and MCODE 7. Most of the functions in these MCODE were for RNA processes in preparation for meiosis (Figure 3C). There were 5 MCODE for the SPC cluster and many proteins were in each MCODE (Figure 3D). Most of the functions in these MCODE were for cell cycle and protein DNA interactions which are important for spermatogenesis (Figure 3D). There were four MCODE for the ST cluster (Figure 3E).

There were many proteins in MCODE 1, and only three or four proteins for other MCODE. Most of the functions in MCODE 1 involved protein folding, a process that is important in ST maturation (Figure 3E). Moreover, some of the proteins important for spermatogenesis such as piwil1 and ZFP37 were determined by Western blotting. B0 had a decreased protein level of piwil1 compared to AOS 0, while it was increased in the BA10 group (Fig. 3F). Meanwhile, ZFP37 was increased in BA10 (Figure 3F). ERK is important for cell growth and is also involved in the activation of transcriptional factors, we found p-ERK was decreased in B0, while it was increased in BA10 (Figure 3F). Moreover, Gpx1 and caspase 8 were elevated by busulfan alone (B+A 0), while they were reduced in the BA10 group (Figure 3F). The data here indicated that busulfan disrupted spermatogenesis, and that this could be rescued by AOS which suggests that AOS can protect germ cell development from spermatogonia through to spermatocytes and on to spermatids.

### AOS Promoted the Expression of Important Genes for Spermatogenesis *ex vivo*

In order to further confirm our *in vivo* data and search for the mode of action of AOS in rescuing spermatogenesis locally in the testis, we performed *ex vivo* experiments. Similar to the *in vivo* experiments, three-week-old male ICR mice were treated with busulfan (40 μg/g body weight) once and subsequently raised normally. Two weeks after busulfan treatment, the testes were collected and cultured with or without AOS (two concentrations 50 μg/mL and 10 μg/mL in culture medium). At the same time, the testes from age-matched mice (no busulfan treatment) were also collected and cultured with or without AOS (two concentrations 50 μg/mL and 10 μg/mL) for 48 h. In all, there were six treatment groups: A0 (*Ex*), A10 (*Ex*), A50 (*Ex*), B0 (*Ex*), BA10 (*Ex*), and BA50 (*Ex*). Testicular tissues were collected for RNA-seq analysis. 

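RNA-seq values of 18 samples were analyzed, 3 for each of the 6 groups. A0, A10 and A50 were testes of untreated mice cultured with 0, 10 or 50 μg/mL AOS, which are short sugar chains made by breaking down alginate from brown algae. B0, BA10 and BA50 were testes of mice given busulfan at 40 μg per g body weight, an alkylating drug that kills dividing germ cells, and were cultured with the same AOS concentrations. The mice were 3 weeks old at the injection, the testes were taken 2 weeks later, and each culture lasted 48 h with 6 testes per treatment. The design text of the data series gives the AOS doses as 10 and 50 mg/kg body weight, while the sample labels and the paper give μg/mL of culture medium. The paper's unit is used here. The authors mapped the reads to reference genes with SOAPaligner and turned the reads of each gene into a value scaled by gene length and by the reads of the sample. The supplementary methods call this value RPKM, while the columns of the deposited table are headed FPKM.

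The table holds 22657 genes with values to 2 decimals. Of these, 20811 carry an NCBI gene number and 1846 are gene models added by the authors' sequencing provider. A symbol was found for 20656 of the gene numbers. The read counts behind the values are unknown. In 109 genes with low values, 20.2% of 331 ratios between samples were close to whole numbers, where 20% would be so by chance. Such a ratio also holds the ratio of the samples' depths, so this does not show whether the number of reads could be worked back. No other way was tried, and the depth of each sample is unknown. The FPKM values of a sample summed to between 463970 and 511274. Between 14291 and 15040 genes per sample had at least 1 FPKM, and the 50 genes with the most FPKM held 12.0% to 16.4% of the sum. Pearson's r between samples of the same group, across genes on the log2(FPKM + 1) scale, ranged from 0.929 in A10 to 0.988 in A50. No pair of samples had identical values.

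Genes were tested with limma on log2(FPKM + 1), with the 18 samples in one fit and the trend of the spread with expression taken into account. A fold change on this scale understates the change of genes with low values. The test covered the 15790 genes with at least 1 FPKM in at least 3 samples. A gene was called when its Benjamini-Hochberg adjusted p was at most 0.001 and its log2 change at least 1 in size, which are the limits named in the supplementary methods. The MARS method named there needs read counts and was not run. Because 3 samples against 3 cannot give an exact two-sided permutation p below 0.1, that value is the smallest such p for any gene or gene list here. On simulated values with the same spread, 177 of 200 genes raised or lowered by a log2 change of 2 (88.5%) were called by the limma test. None of the unchanged genes was called. The changed genes were drawn from those with higher expression, and all genes varied independently. The share therefore does not hold for genes with low values or for genes that move together.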

A data summary is presented in Figure 4A. Compared to A0 (*Ex*), there were 431 genes upregulated and 428 genes down-regulated in A10 (*Ex*). 

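In A10 compared to A0, no gene was called higher and none lower, and the smallest adjusted p from limma was 0.322. At an unadjusted p under 0.05, 712 genes were higher in A10 and 1693 were lower, 15.2% of the genes tested. In 20.1% of the genes all 3 A10 values lay above or below all 3 A0 values, where chance gives 10%. The choice that moved the count most was to leave out the test. With only a ratio of group mean FPKM of at least 2 required, 1303 genes were higher and 1277 lower over the whole table. Among the tested genes with such a ratio, 197 were higher and 209 lower, and the groups were apart in 38.7% of them. A10 replicate 3 differed most within its group, with r of 0.929 and 0.941 to the other A10 samples, which had r of 0.985 with each other. The counts were again 0 and 0 with the replicate block, meaning that the replicate number entered the fit as a block. The deviations of same-numbered A10 and A0 samples from their group means had a correlation of -0.15.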

Compared to A0 (*Ex*), 314 genes were increased and 649 genes were decreased in A50 (*Ex*). 

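The test across replicates called no gene in A50 compared to A0 in either direction (smallest adjusted p from limma 0.118). Of the genes tested, 1555 were higher and 916 lower in A50 at an unadjusted p under 0.05, together 15.6%. The 3 A50 values did not overlap the 3 A0 values in 40.8% of the genes, 2781 of them higher and 3668 lower in A50, against the 10% that chance gives. By the ratio of group means alone, 1188 genes were at least 2 times higher and 1589 at least 2 times lower in A50. The A50 samples were the most alike of all groups, with r between 0.984 and 0.988.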

There were 345 genes up-regulated and 835 genes down-regulated in BA10 (*Ex*) compared to B0 (*Ex*). 

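Between BA10 and B0 no gene passed the limits in either direction. The gene with the smallest adjusted p from limma, 0.00853, was lower in BA10. Unadjusted p values under 0.05 were found for 298 genes higher and 500 genes lower in BA10, 5.05% of the genes tested. The values of the BA10 and B0 samples were apart in 11.4% of the genes, close to the 10% of a random division. Group means differed by a ratio of at least 2 for 1377 genes higher and 1754 genes lower in BA10.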

Compared to B0 (*Ex*), 681 genes were up-regulated and 808 genes were down-regulated in BA50 (*Ex*). 

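In BA50 compared to B0 no gene was called higher or lower (smallest adjusted p from limma 0.00503). At an unadjusted p under 0.05, 2006 genes were higher and 1835 lower in BA50, 24.3% of the genes tested. All 3 BA50 values were above all 3 B0 values for 1767 genes and below them for 2125, together 24.6% where 10% come about by chance. The ratio of group means reached 2 for 1821 genes higher and 1676 genes lower in BA50. With adjusted p under 0.05 in place of 0.001, 1 gene was higher and 12 were lower with a log2 change of at least 1 in size. These counts depend on single BA50 samples, with 189 higher and 105 lower without BA50 replicate 1, and 0 and 0 without BA50 replicate 2. They were 0 and 6 without BA50 replicate 3. Without B0 replicates 1, 2 and 3 in turn, 19, 15 and 12 genes were lower and at most 1 was higher. Same-numbered BA50 and B0 samples deviated together from their group means with a correlation of 0.37. In the fit with the replicate block, 0 genes were called higher and 0 lower. The block treats replicate numbers alike in all 18 samples, while same-numbered B0 and A0 samples had a correlation of -0.21. A pairing within the busulfan samples alone was not modelled.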

The expression levels of the differentially expressed genes in these four comparations [A0 vs. A10 (*Ex*), A0 vs. A50 (*Ex*), B0 vs. BA10 (*Ex*), B0 vs. BA50 (*Ex*)] were analyzed and are presented in Figure 4B. 

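The log2 changes of the 4 comparisons were set against each other across the genes tested, which are not independent replicates. The changes in A10 and in A50, both against A0, had a Pearson's r of 0.73 with a jackknife standard error of 0.19 over the 9 samples. The changes in BA10 and in BA50, both against B0, had an r of 0.75 with a standard error of 0.26. Each of these pairs shares its control samples. When the controls were divided so that no control sample was shared, the mean r over the 6 ways fell to 0.43 (range 0.20 to 0.66) for A10 and A50 and to 0.40 (range 0.16 to 0.69) for BA10 and BA50. Each comparison then has only 1 or 2 control samples, which lowers r by itself. The 4 pairs that join a comparison without busulfan to one with busulfan share no sample, and their mean r was 0.44 with a standard error of 0.20. Clustering the 4 comparisons on these changes, either by 1 - r with average linkage or by Euclidean distance with complete linkage, put A10 with A50 and BA10 with BA50. The shared control samples favor these pairs by themselves, and the clustering was not repeated with the controls divided. It therefore cannot show whether AOS or busulfan sets the grouping.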

A0 vs. A10 (*Ex*) and A0 vs. A50 (*Ex*) were clustered together, and B0 vs. B10 (*Ex*) and B0 vs. BA50 (*Ex*) were clustered together which suggested that both busulfan and AOS played a major role in the expression of these genes. The up-regulated genes in these four comparisons were analyzed using GO analysis. The genes in each comparison were enriched in reproduction and spermatogenesis related functional pathways (Figure 4C). However, the down-regulated genes in each comparison were enriched in other functional pathways (Figure S5A-D). Moreover, the up-regulated genes in each comparison were analyzed together using multiple enrichment analysis. 

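No gene was called higher in the 4 comparisons, so the tested genes with a ratio of group mean FPKM of at least 2 were examined instead. No gene ontology database was used. Marker gene lists of testicular cell types, written beforehand, took its place. Of the 42 spermatid genes, 4 were among the genes higher in BA50 than in B0 (9.52%, against 2.72% of the other genes tested). Fisher's exact test gave a two-sided p of 0.0273, or 0.256 after adjustment over all lists, comparisons and directions. This share fell to 0% without BA50 replicate 2 and rose to 28.6% without BA50 replicate 1. None of the 42 spermatid genes was among the genes higher in A10, A50 or BA10. The spermatid markers named in the paper, Prm1, Prm2, Tnp1 and Tnp2, were 4 of 4 higher in BA50 by this ratio, and 0 of 4 in A10, A50 and BA10. These 4 genes are also in Figure 4F, which was made from the same samples, so the count in BA50 is no separate test. Of the 15 spermatogonium genes tested, 4 were higher in BA50 by this ratio (26.7%, adjusted p 0.00989, Fisher's exact test). None of these 4 had a mean of 1 FPKM in BA50 or B0, and the share was 0% when that was required. Of the 29 spermatocyte genes tested, 1 was higher by this ratio in BA50 (3.45%, against 2.73% of the other genes) and 0 in A10, A50 or BA10.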

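The genes lower with AOS were examined at an adjusted p under 0.05 (limma), because none passed 0.001. In BA10 compared to B0 these were 4 genes, Krt7, Krt8, Krt18 and Car3. In BA50 compared to B0 they were 14 genes, among them the same 4, Cfd, Retn and Cidec. Krt7, Krt8 and Krt18 are named here after their values were seen. Krt7, which encodes a keratin of simple epithelia, was at 14.2 ± 9.74 FPKM (SD, n = 3) in B0, 0.493 ± 0.597 (SD, n = 3) in BA10 and 0.31 ± 0.295 (SD, n = 3) in BA50. Its log2 change was -3.23 (standard error 0.38, adjusted p = 0.00853, limma) in BA10 and -3.37 (standard error 0.38, adjusted p = 0.00503, limma) in BA50. Car3, which is high in fat and muscle, was at 34.5 ± 42.2 FPKM (SD, n = 3) in B0 and 0.40 ± 0.286 (SD, n = 3) in BA50, with a log2 change of -3.99 (standard error 0.55, adjusted p = 0.0122, limma). The 3 B0 samples were above the 3 samples of each other group for both genes. The exact two-sided permutation p was 0.1 in both comparisons. The replicate block gave an adjusted p in BA50 of 0.0177 for Krt7 and 0.0419 for Car3, and only Krt7, Krt8, Krt18 and Car3 of the 14 genes stayed under 0.05. In BA10 the block left only Krt7 under 0.05 (0.0281), with Krt8 and Krt18 at 0.0526 and Car3 at 0.0791. In the fit of only the 2 groups compared, none of these genes passed (adjusted p 0.740 in BA10 and 0.287 in BA50). The same genes were low in A0, where Krt7 was at 0.563 ± 0.497 FPKM (SD, n = 3) and Car3 at 0.327 ± 0.177 (SD, n = 3). A feature of the 3 B0 samples, such as other tissue left on at dissection, was not separated from an effect of AOS.

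Over the 5 tested genes of the fat cell list, the mean log2 change was -2.35 in BA10 and -2.60 in BA50. The adjusted p of limma's fry test over all lists and comparisons was 0.00353 and 0.00224, and it was 0.00709 in BA50 with the replicate block. In the fit of only the 2 groups compared it was 0.213 in BA10 and 0.186 in BA50, so the fall did not pass 0.05 there. By the ratio of group means, 5 of these 5 genes were lower in BA10 and 4 of 5 in BA50. Without busulfan, 2 of the 5 fat cell genes were lower in A10 (adjusted p = 0.0212, Fisher's exact test) and 2 of 5 in A50 (0.0511), and 2 of 3 erythrocyte genes were lower in A50 (0.0201). The fry test did not pass for these lists, with a mean log2 change of the fat cell list of -0.15 in A10 and -0.14 in A50 (adjusted p 0.857 for both) and of the erythrocyte list of -0.42 in A50 (0.257). Furthermore, 4 of the 17 immune cell genes were lower in A10 by this ratio (23.5%, adjusted p = 0.00116, Fisher's exact test), and the fry test of the immune cell list gave an adjusted p of 0.257 in A10.

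**Figure D1:**
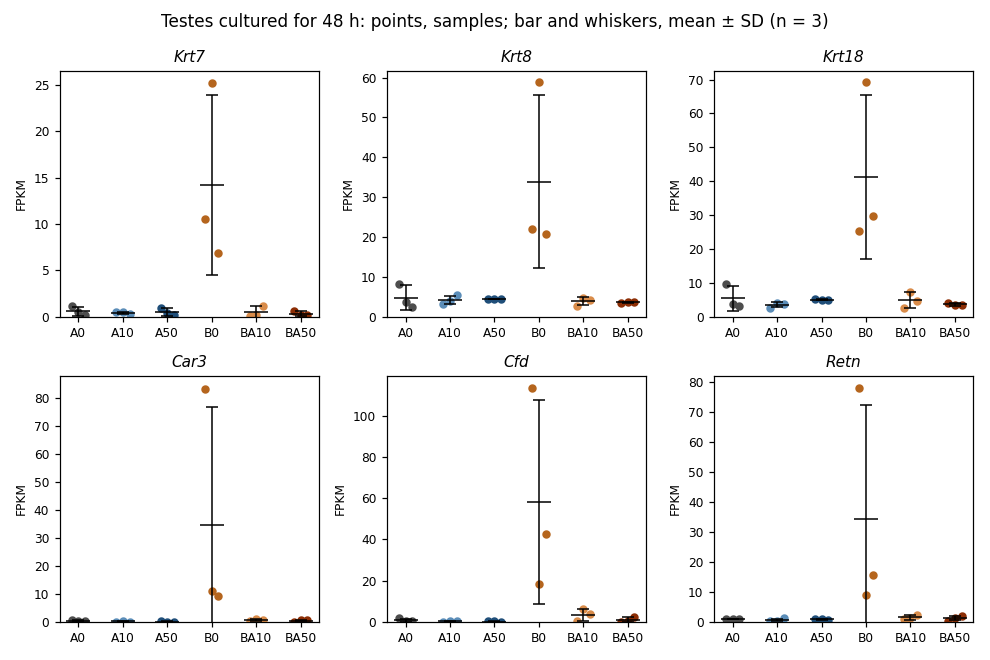
FPKM of Krt7, Krt8, Krt18, Car3, Cfd and Retn (y axes, starting at 0) in the 6 groups of cultured testes (x axes). Points are samples, and the bar and whiskers are the mean and SD of the 3 samples. The B0 samples lie above the others and are spread widely, from 8.99 to 78.1 FPKM for Retn.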

Many genes and GO terms overlapped in the four comparisons (Figure 4D), which indicated that AOS may play an important role in spermatogenesis. Furthermore, the enriched terms interacted together to form networks (Figure 4E). 

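Overlap between comparisons was counted on the tested genes with a ratio of group mean FPKM of at least 2, since no gene was called and no called gene could be shared. Of the genes higher with AOS, 77 were shared by A10 and A50, where 2.15 would be shared if the lists were independent. BA10 and BA50 shared 140 higher genes, where 5.64 would be shared. Both pairs use the same control samples, which raises the overlap. Between comparisons with separate controls, A10 and BA10 shared 24 higher genes (2.57 if independent), and A50 and BA50 shared 36 (4.71 if independent). Genes could also overlap in opposite directions, and 65 genes higher in A10 were lower in BA10 (5.05 if independent). In A10 and BA50, 27 genes were higher in both (5.39 if independent), and 36 were higher in A10 and lower in BA50 (4.52 if independent). In these pairs the overlap exceeded that of independent lists in both directions, so such an excess by itself does not show a shared effect. Most of the other overlaps were in the same direction. In A10 and BA10, 82 genes were lower in both, and 9 were lower in A10 and higher in BA10. In A50 and BA50, 73 genes were lower in both, 24 were higher only in A50 and lower in BA50, and 22 the reverse. In all 4 comparisons 10 genes were higher and 22 were lower.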

In these interacted networks, “spermatogenesis” was the most significantly enriched of the four comparisons, which indicated that AOS had a positive effect on spermatogenesis in the *ex vivo* study. 

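The spermatid list of 42 genes, none of them shown in Figure 4F, was followed in the 4 comparisons. Its mean log2 change was 0.36 in A10, 0.35 in A50, 0.42 in BA10 and 0.72 in BA50, and each of the 42 genes was higher in all 4 group means. The adjusted p of limma's fry test, over all lists and comparisons, was 0.529, 0.553, 0.496 and 0.188, and none passed 0.05. In the fit with the replicate block, the adjusted p was 0.584 in A10 and 0.216 in BA50. That block did not model a pairing within the busulfan samples alone. Without each replicate in turn, the mean log2 change stayed above 0 but varied widely. It ranged from 0.066 to 0.59 in A10, 0.18 to 0.58 in A50, 0.13 to 0.61 in BA10 and 0.52 to 0.93 in BA50. By the mean of the list in each sample, the 3 BA50 samples were above the 3 B0 samples (exact two-sided permutation p 0.1, the smallest possible). The exact p was 0.4 in A10, 0.4 in A50 and 0.5 in BA10. The test of list against all other genes, camera, gave smaller adjusted p values, from 1.2e-12 in BA50 to 8.94e-06 in A50, with its preset correlation between genes of 0.01. With the correlation estimated from the samples, 0.896 for this list, camera gave 0.527, 0.624, 0.470 and 0.444, an alternative added after seeing the data. No spermatid gene had an adjusted p under 0.05 in BA50, over all genes or over the list alone, and 22 of 42 had an unadjusted p under 0.05.

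The spermatocyte list of 29 tested genes had a mean log2 change of 0.27 in A10, 0.38 in A50, 0.23 in BA10 and 0.36 in BA50. The adjusted p values of the fry test were 0.242, 0.0716, 0.305 and 0.114. In A50, 4 of its genes passed 0.05 when adjusted over the list alone and 0 over all genes. The spermatogonium list of 15 tested genes changed by -0.23 in A10, -0.10 in A50, -0.01 in BA10 and 0.04 in BA50, with adjusted p values of 0.0833, 0.521, 0.923 and 0.795. Under the replicate block, the adjusted p of the spermatocyte list was 0.241 in A10 and 0.114 in BA50, and that of the spermatogonium list 0.0675 and 0.729.

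**Figure D2:**
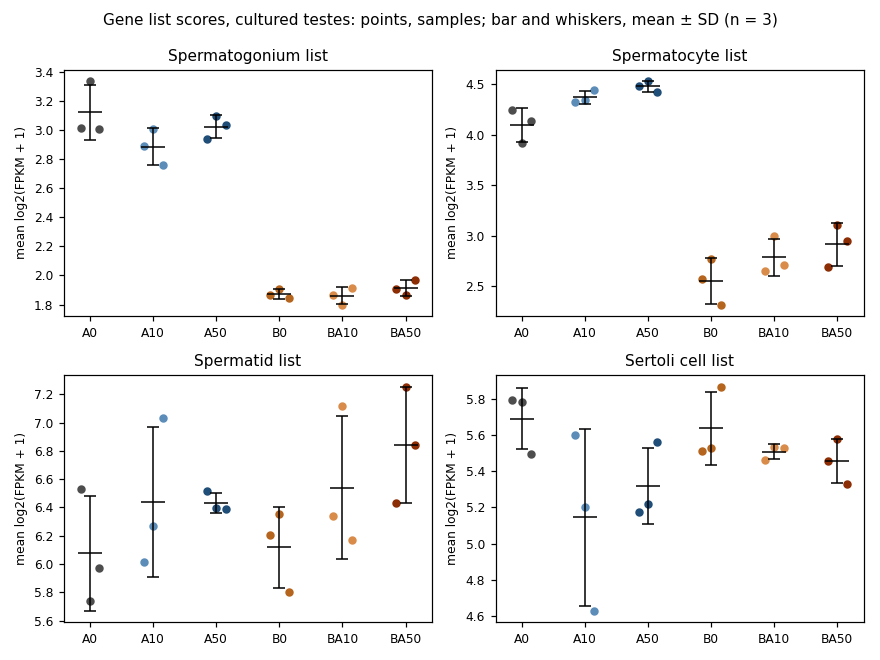
Mean log2(FPKM + 1) over the spermatogonium, spermatocyte, spermatid and Sertoli cell lists (y axes) in each sample of the 6 groups (x axes). Points are samples, and the bar and whiskers are the mean and SD of the 3 samples. The spermatid score of the BA50 samples lies between 6.43 and 7.25, above the B0 samples at 5.80 to 6.35.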

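The 30 spermatogenesis genes shown in Figure 4F were all found in the table, Ccdc155 and H1fnt under their current symbols Kash5 and H1f7. In BA50, 29 of the 30 genes had a mean FPKM at least 2 times that of B0, and the median ratio was 2.19. In BA10, 3 genes reached a ratio of 2 and the median was 1.66. Without busulfan the median ratio was 1.19 in A10 and 1.12 in A50. The largest ratio, 10.5 for Dbh in BA50, rests on means of 0.07 FPKM in BA50 and 0.00667 in B0, and Gm20816 belongs to a family of near-identical gene copies, so its value is uncertain. Of the 30 genes, 25 had enough expression to be tested. They had a mean log2 change of 1.04 in BA50 (fry adjusted p 0.0364), 0.64 in BA10 (0.204), 0.22 in A10 (0.706) and 0.17 in A50 (0.746). The adjusted p with the replicate block was 0.0516 in BA50 and 0.705 in A10. The 25 genes were all higher in BA50, with limma adjusted p values between 0.101 and 0.188 over all genes tested and all under 0.05 over the 25 genes alone. None of the ratios, changes and p values of these genes against B0, the fry test included, is a separate test or shows stability. The genes were taken from a figure made from the same samples. Of the 30 genes, 21 in BA50 and 17 in BA10 had groups that did not overlap, counts to which the same limit applies.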

Expression of the enriched genes related to spermatogenesis were compared with 10x scRNA-seq data (Figure 4F). In this figure, the green columns denote scRNA-seq data (*in vivo*) and the red columns denote RNA-seq data (*ex vivo*). These genes, including PRM1, PRM2, TNP1, TNP2, and ODF1 are critical during spermatogenesis. Moreover, the data for *in vivo* and *ex vivo* experiments showed the same trends but with lower expression levels in RNA-seq data (*ex vivo*) compared to scRNA-seq data (*in vivo*); this may be because the *ex vivo* study lasted only 48 h while the *in vivo* study lasted five weeks. 

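These 5 genes encode proteins of the late spermatid. Prm1 and Prm2 encode protamines, which replace histones in the condensing sperm nucleus. Tnp1 and Tnp2 encode the transition proteins that precede them, and Odf1 encodes a protein of the outer dense fibers of the sperm tail. The table lists them by the gene numbers 19118 (Prm1), 19119 (Prm2), 21958 (Tnp1), 21959 (Tnp2) and 18285 (Odf1). The positions that follow are from the GENCODE annotation of GRCm38, since the paper's text does not name the build used for the cultured testes. All 5 are protein-coding genes. The neighboring genes Tnp2, Prm2 and Prm1 lie on the minus strand of chromosome 16, Tnp2 from 10787936 to 10788660, Prm2 from 10791380 to 10796134 and Prm1 from 10796326 to 10805839. Tnp1 lies on the minus strand of chromosome 1 from 73015074 to 73015909, and Odf1 on the plus strand of chromosome 15 from 38219203 to 38226735.

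Prm1 was at 851 ± 206 FPKM (SD, n = 3) in B0, 1468 ± 316 (SD, n = 3) in BA10 and 2092 ± 866 (SD, n = 3) in BA50. Its log2 change was 0.80 in BA10 (standard error 0.33, adjusted p = 0.749, limma) and 1.25 in BA50 (standard error 0.33, adjusted p = 0.102, limma). Prm2 rose from 847 ± 192 FPKM (SD, n = 3) in B0 to 1658 ± 670 (SD, n = 3) in BA10 and 2644 ± 1286 (SD, n = 3) in BA50, with a log2 change of 1.56 in BA50 (standard error 0.38, adjusted p = 0.101, limma). Tnp1 was at 440 ± 90.8 FPKM (SD, n = 3) in B0 and 985 ± 407 (SD, n = 3) in BA50, and Tnp2 at 401 ± 69.5 (SD, n = 3) and 966 ± 409 (SD, n = 3). Odf1 was at 208 ± 23.7 FPKM (SD, n = 3) in B0 and 440 ± 125 (SD, n = 3) in BA50. In BA50 the log2 changes of the last 3 genes were 1.10, 1.19 and 1.05, with adjusted p values of 0.111, 0.102 and 0.111 (limma). For each of the 5 genes, all 3 BA50 samples and all 3 BA10 samples were above all 3 B0 samples (exact two-sided permutation p 0.1, the smallest possible). BA50 replicate 2 was the highest sample for all 5 genes. When the replicate block was used, the adjusted p values in BA50 lay between 0.121 and 0.130. None of the 5 genes was called between B0 and A0, and Prm1 was at 930 ± 263 FPKM (SD, n = 3) in A0, with a log2 change of -0.12 in B0 (standard error 0.33, adjusted p = 0.879, limma).

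**Figure D3:**
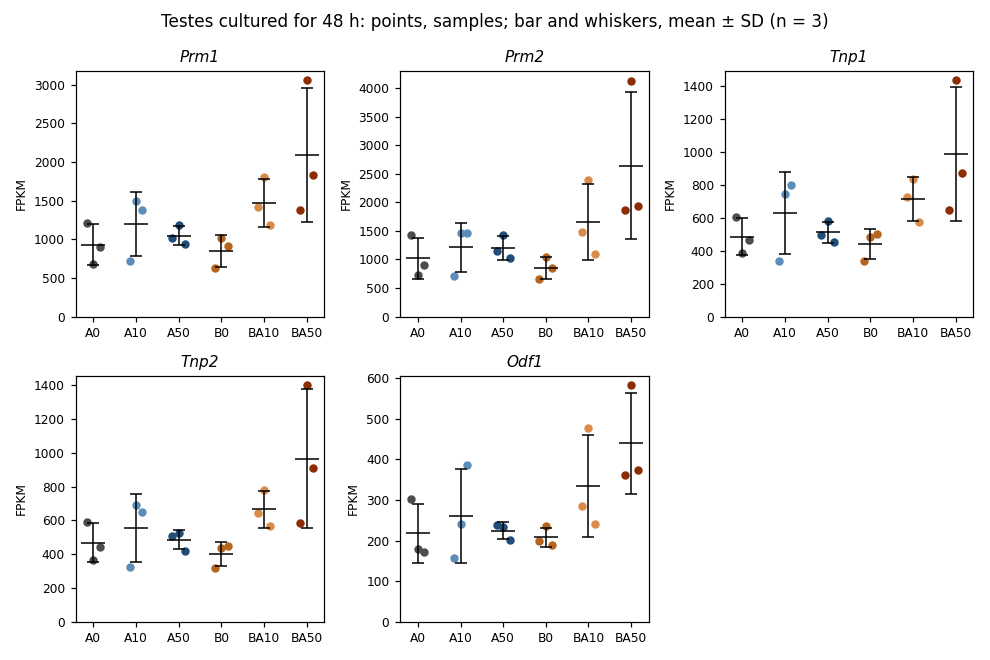
FPKM of Prm1, Prm2, Tnp1, Tnp2 and Odf1 (y axes, starting at 0) in the 6 groups of cultured testes (x axes). Points are samples, and the bar and whiskers are the mean and SD of the 3 samples. For Prm1 the B0 samples lie below the BA50 samples, whose mean is 2092 FPKM with an SD of 866.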

The data in this section suggested that AOS played an important local role in spermatogenesis.

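Whether the change with AOS differed after busulfan was tested as the difference between the AOS change in busulfan-treated testes and that in untreated testes, in the same limma fit. No gene was called at either concentration (smallest adjusted p 0.640 at 10 μg/mL and 0.226 at 50 μg/mL). At an unadjusted p under 0.05 the change differed for 627 genes at 10 μg/mL, 3.97% of those tested, and for 992 genes at 50 μg/mL, 6.28%. The spermatid list rose by 0.37 more on the log2 scale with 50 μg/mL AOS after busulfan than without it (fry adjusted p 0.836), and the genes of Figure 4F by 0.87 more (fry adjusted p 0.418). The difference was -0.02 for the spermatocyte list (fry adjusted p 0.970). For the fat cell list it was -2.20 at 10 μg/mL and -2.45 at 50 μg/mL (fry adjusted p 0.103 for both). From the genes that were higher with AOS in culture, their enrichment in spermatogenesis terms and the shared trend of these genes in vivo, the paper proposes that AOS acts on spermatogenesis locally in the testis.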

### AOS Recovered Testicular Metabolites

After finding that AOS could rescue spermatogenesis in the testis, next we set out to explore the role of AOS in rescuing the testicular microenvironment. Testicular metabolites (*in vivo* study) were determined by UPLC-Q-TOF/MS. Data were analyzed by PCoA analysis, and PCoA score plots showed that the groups in the following pairings could be clearly separated: A10 and A0 (Figure 5A), B0 and A0 (Figure 5B), and BA10 and B0 (Figure 5C). The data suggested that both AOS and busulfan influenced metabolic profiles in mouse testes. There were 313, 428, and 330 significantly changed metabolites (positive and negative modes together) for the following three comparisons: A0 vs. A10, A0 vs. B0, and B0 vs. BA10, respectively (Table S5). One hundred and thirty-two compounds were common between these three comparisons. The expression of these 132 compounds was very interesting because 65 compounds were increased by busulfan (in A0 vs. B0) while they were decreased by AOS (in B0 vs. BA10), and 67 compounds were decreased by busulfan (in A0 vs. B0), however, they were increased by AOS (in B0 vs. BA10; Figure 5D). The data indicated that AOS rescued the compounds that were disturbed by busulfan. It was even more interesting that glutathione and its precursor gamma-glutamylcysteine were increased by AOS.

Glutathione is an excellent antioxidant which plays a vital role in protecting biological systems 32. Glutathione was increased 1.69- and 2.25-fold in A0 vs. A10 and B0 vs. BA10, respectively, while it was decreased by busulfan to 0.23-fold in A0 vs. B0 (Table S5). Gamma-glutamylcysteine was increased 1.82- and 2.44-fold in A0 vs. A10 and B0 vs. BA10, respectively, while it was decreased by busulfan to 0.25-fold in A0 vs. B0 (Table S5). Furthermore, many lipids or phospholipids were altered by these treatments.

The function of these differentially expressed compounds were analyzed using the KEGG database and the most enriched pathways in A0 vs. A10 were: pantothenate and CoA biosynthesis, hedgehog signaling pathway, purine metabolism, glutathione metabolism, steroid biosynthesis, and the biosynthesis of unsaturated fatty acids (Figure 5E). The most enriched pathways in B0 vs. BA10 were: pantothenate and CoA biosynthesis, pyrimidine metabolism, purine metabolism, biosynthesis of unsaturated fatty acids, sphingolipid metabolism, arachidonic acid metabolism, neuronactive ligand-receptor interaction, propanoate metabolism, and glutathione metabolism (Figure 5F). Metabolism plays a critical role in spermatogenesis 33, and lipid metabolism is also known to be important in spermatogenesis and male fertility 34,35.

### AOS Improved Blood Metabolites

Since AOS can improve the testicular microenvironment, next we investigated whether AOS could affect blood metabolism and the correlation between blood metabolism and testis metabolism. The PCoA score plots revealed that the groups in the following pairings could be clearly separated: A10 and A0 (Figure 5G), B0 and A0 (Figure 5H), and BA10 and B0 (Figure 5I). Data indicated that both AOS and busulfan changed the metabolic profiles in blood. There were 105, 137, and 76 significantly altered metabolites (positive and negative modes together) for the following three blood sample comparisons: A0 vs. A10, A0 vs. B0, and B0 vs. BA10, respectively (Table S6). Thirty-eight compounds were common to all three comparisons. The expression of these 38 compounds was also very interesting because 26 compounds were increased by busulfan (in A0 vs. B0) while they were reduced by AOS (in B0 vs. BA10), and 12 compounds were reduced by busulfan (in A0 vs. B0), however they were increased by AOS (in B0 vs. BA10; Figure 5J). The data indicated that AOS rescued the compounds that were disturbed by busulfan in mouse blood.

The functions of these differentially expressed compounds were analyzed using the KEGG database. The most enriched pathways in A0 vs. A10 are presented in Figure 5K, including glutathione metabolism, biosynthesis of unsaturated fatty acids, fatty acid elongation in mitochondria, fatty acid biosynthesis, fatty acid metabolism, pyrimidine metabolism, and others. The most enriched pathways in B0 vs. BA10 were alpha-linolenic acid metabolism, pyrimidine metabolism, steroid hormone biosynthesis, and others (Figure 5L). The data indicated that the most changed metabolites were related to lipid metabolism, a process that is very important for spermatogenesis and male fertility 34,35. The correlation of blood metabolites and testis metabolite was determined based in Spearman's correlation coefficient. Most of the metabolites were positively correlated together (Table S7). Moreover, the data suggested that AOS might improve small intestine function and the microbiota in the small intestine through assisting digestion and absorption.

### AOS Improved Intestinal Microbiota

In order to examine whether the rescuing effect of AOS on spermatogenesis was associated with gut microbiota, the bacterial 16s rRNA V3-4 region of intestinal digesta was sequenced. The rarefaction curve revealed that the data were reliable for further analysis (Figure 6A). There was almost no difference between the four treatment groups in richness (Chao1) and diversity (Shannon) based on the alpha diversity index (Figure 6B-C). Moreover, the OUT based PLS-DA analysis showed that these four treatment groups could be easily separated, especially the A0 and A10 groups (Figure 6D). AOS altered the relative abundance of the predominant bacteria in murine intestinal digesta (Figure 6E; Table S8). The three predominant bacteria were Lactobacillaceae, Porphyromonadaceae, and Desulfovibrionaceae, while the three relatively less-predominant bacteria were Lachnospiraceae, Erysipelotrichaceae, and Clostridiaceae (Figure 6E). AOS increased the percentage of Lactobacillaceae from 32.21% (in A0) to 38.12% (A10), and from 34.03% (in B0) to 43.60% (BA10; Table S8). However, AOS decreased the percentage of Desulfovibrionaceae from 19.57% (in A0) to 9.41% (A10), and from 20.20% (in B0) to 10.17% (BA10; Table S8). AOS had little effect on the other predominant bacteria in intestinal digesta. Moreover, linear discriminant effect size (LEfSe) analysis revealed that Proteobacteria (a phylum of Desulfovibrionaceae) were significantly enriched in the B0 group, but not in the BA10 group (Figure 6F-G). However, Bacteroidales was enriched in BA10 but not in B0 (Figure 6F-G). The data suggested that AOS can increase “beneficial” bacteria such as Bacteroidales and Lactobacillaceae and it can also decrease “harmful” bacteria, such as Desulfovibrionaceae 36-38 to improve the intestinal microenvironment.

Metabolomics is an excellent tool for investigating crosstalk between the host and gut microbiota 39. Therefore, Spearman's correlation coefficient was calculated between plasma metabolites and gut microbiota. As shown in Figure 6H, fifteen microflora families, including Lactobacillaceae, Porphyromonadaceae, Desulfovibrionaceae, Enterobacteriaceae, Lachnospiraceae, Sutterellaceae, Rikenellaceae, Erysipelotrichaceae, Streptococcaceae, Coriobacteriaceae, Ruminococcaceae, Bifidobacteriaceae, Bacillales_Incertae_Sedis_XI, Mycoplasmataceae, and Clostridiaceae had correlations with the 38 metabolites (common plasma metabolites in the following three comparisons: A0 vs. A10, A0 vs. B0, and B0 vs. BA10; Figure 6H).

Lactobacillaceae and Desulfovibrionaceae were best correlated with these 38 metabolites. The 26 compounds that were increased by busulfan (in A0 vs. B0) and decreased by AOS (in B0 vs. BA10) were negatively correlated with Lactobacillaceae. Lactobacillaceae were more abundant in AOS treatment groups (in A10, and BA10) and less so in A0 and B0. The 12 compounds that were decreased by busulfan (in A0 vs. B0) and increased by AOS (in B0 vs. BA10) were positively correlated with Lactobacillaceae. The correlation of Desulfovibrionaceae and blood metabolites was opposite to that between Lactobacillaceae and blood metabolites. Desulfovibrionaceae was more abundant in non-AOS treatment groups (A0, and B0) and it was positively correlated with the 26 compounds that were increased by busulfan (in A0 vs. B0) and decreased by AOS (in B0 vs. BA10). However, Desulfovibrionaceae was less abundant in AOS treatment groups (A10, and BA10), and it was negatively correlated with the 12 compounds that were decreased by busulfan (in A0 vs. B0) and increased by AOS (in B0 vs. BA10). The data further indicated that these two dominant bacteria may be involved in AOS modification of blood metabolites which may assist in the rescue of spermatogenesis.

## Discussion

Worldwide, the incidence of cancer is continuing to increase 8-10 and one of the most prevalent cancers during reproductive age is leukemia 40,41. Chemotherapy with alkylating agents such as busulfan is an effective management for leukemia especially in children; however, busulfan adversely affects the male reproductive system, resulting in oligospermia or azoospermia, and finally permanent male sterility 8,15,16,42. Moreover, it has been reported that busulfan-induced male sterility in mice is very similar to that in humans 43,44. In the current investigation, we found that one dose of busulfan (40 mg/Kg BW at 3 weeks of age) produced borderline azoospermia in mice during adulthood (8 weeks of age) which is consistent with many previous studies 5-7. However, busulfan plus AOS treatment (BA10) increased sperm concentration and motility more than three-fold compared to busulfan alone, which suggested that AOS can rescue spermatogenesis. Therefore, we set out to explore the underlying mechanisms by which AOS improves spermatogenesis by using 10x single cell RNA sequencing analysis (scRNA-seq). In corroboration with recent studies using scRNA-seq on human testis samples, we found similar cell types in mouse testis samples 1,2. Germ cells can be separated into three major clusters: SPGs, SPCs, and STs; SCs and LCs can also be clustered together. AOS alone (A10) had little effect on the proportion of germ cells compared to the control (A0). Busulfan (B0) drastically decreased the proportion of SPCs and STs, with the most common cellular type in these mice being SCs and LCs. Busulfan plus AOS (BA10) significantly increased the proportion of SPGs and SPCs compared to B0. The percentage of STs was also higher in BA10 compared to B0, however, it was lower than that in A0 and A10. Based on our data, we proposed that AOS protected germ cell development in testes that had undergone busulfan treatment. Moreover, the beneficial effects of AOS on male germ cell development were mainly due to the recovery of gene expression because AOS was able to increase the expression and protein levels of the prominent genes affecting spermatogenesis. These beneficial effects may be the direct consequence of AOS on testicular germ cells as the *ex vivo* (testis culture) and *in vivo* data were consistent. Under these two models, AOS was able to increase the expression of genes important to spermatogenesis. Deeper mechanisms may involve AOS in the regulation of transcriptional factors which are important in controlling gene expression.

It is known that metabolic regulation is essential for spermatogenesis 33,45,46, and cholesterol and lipid homeostasis play a vital role in male fecundity 47-51. Acting as nurse cells, Sertoli cells provide the nutrients and energy for germ cell development. Many components such as hormones and other endogenous or exogenous factors have a synergistic contribution to the homeostasis of metabolism in the testis and the progression of spermatogenesis 33. It is known that the abnormal metabolism of lipids in the reproductive system or blood contributes to male infertility in humans 49-51. In this study, we found that busulfan upset the homeostasis of lipid metabolism in murine blood and testis samples, while AOS reversed this change. These findings suggested that AOS can regulate metabolism, especially lipid homeostasis, to improve sperm development; indeed, this is the first recorded finding of AOS regulating metabolomes in the blood and testes.

Recently, there has been a rising interest regarding the effect of the gut microbiome on human physiology. It not only plays roles in metabolic related disorders such as obesity and diabetes 52,53, but it also affects other systems such as the nervous system and reproductive system 54-56. It has been reported that the gut microbiota can influence reproductive performance in both males and females as well as their offspring 56. In this study, we found that AOS increased the “beneficial” bacteria such as Bacteroidales and Lactobacillaceae while it decreased “harmful” bacteria in murine small intestines. Gut microbiota can metabolize nutrients in the intestine and can also regulate intestinal metabolites to influence the blood metabolome 52,53. In turn, while travelling through other organs, blood metabolites can influence their development or cause disorders 54-56. Our current study suggested that the blood and testis metabolome and gut microbiota interacted together under AOS treatment to mitigate busulfan disruption of spermatogenesis.

AOS rescued busulfan disrupted spermatogenesis by improving germ cell development, the testis and blood metabolome, and gut microbiota. These beneficial advantages of AOS can be used to improve male reproduction in patients under busulfan or other cancer-drug treatments. Worldwide, 20%-35% of couples are infertile 1,3,57, and many of them have idiopathic failed gametogenesis (spermatogenesis); we propose that AOS may have implications for these infertile couples through the improvement of spermatogenesis.

## Materials and Methods

### Study design: *In vivo* and *ex vivo*

All animal procedures were approved and conducted in accordance with the Qingdao Agriculture University Animal Care and Use Committee. Mice were maintained under a light:dark cycle of 12:12 h, at a temperature of 23 ℃ and humidity of 50%-70%; they had free access to food (chow diet) and water 58.

### *In vivo*: Mouse exposure to busulfan and/or AOS

Three-week-old ICR male mice were given a single injection of busulfan (40 mg/kg BW) 5. The following day, the mice were dosed with ddH_2_O as the control or AOS 10 mg/kg BW via oral gavage (0.1 ml/mouse/d). Our preliminary experiments found that 10 mg/kg was the optimum concentration for rescuing murine spermatogenesis disrupted by busulfan. AOS dosing solution was freshly prepared on a daily basis and delivered every morning for two weeks. There were four treatment groups (30 mice/treatment): (1) A0 (vehicle control, ddH_2_O); (2) A10 (AOS 10 mg/kg BW); (3) B0 (busulfan alone); and (4) BA10 (busulfan plus AOS 10 mg/kg BW). After treatment, the mice were humanely euthanized to collect samples for different analyses.

### *Ex vivo*: Mouse testes exposure to busulfan and/or AOS

Three-week-old ICR male mice were given a single injection of 40 mg/kg BW of busulfan 5; the mice were then raised normally. After two weeks, the testes were collected for culture. Meanwhile, similar age matched non-busulfan treated mouse testes were also collected for culture. There were six treatment groups (six testes/treatment; repeated three times): (1) A0 (*ex vivo*) (DMEM/F12 medium with 10% FBS); (2) A10 (*ex vivo*) (AOS 10 μg/mL in DMEM/F12 medium with 10% FBS); (3) A50 (*ex vivo*) (AOS 50 μg/mL in DMEM/F12 medium with 10% FBS); (4) B0 (busulfan alone; DMEM/F12 medium with 10% FBS); (5) BA10 (*ex vivo*) (busulfan plus AOS 10 μg/mL in DMEM/F12 medium with 10% FBS); (6) BA50 (*ex vivo*) (busulfan plus AOS 50 μg/mL in DMEM/F12 medium with 10% FBS). Culture took place in an incubator at 37 ℃ and 5% CO_2_ for 48 h. Subsequently the cultured testes were collected for isolation of total RNA; these samples then underwent RNA-seq analysis.

### Evaluation of spermatozoa motility using a computer-assisted sperm analysis system

Spermatozoa motility was assessed using a computer-assisted sperm assay (CASA) method according to World Health Organization guidelines 57,58.

### Morphological observations of spermatozoa

The resected murine caudal epididymides were placed in RPMI medium, finely chopped, and then Eosin Y (1%) was added for staining as described previously 57,58.

### Assessment of acrosome integrity

Acrosomal integrity was determined by an intense staining on the anterior region of the sperm head under bright-field microscopy (AH3-RFCA, Olympus, Tokyo, Japan) and scored accordingly 57,58.

### Single cell library preparation, sequencing, and data analysis [single cell RNA-sequencing (scRNA-seq)]

***Single cell library preparation and sequencing.***Single cell libraries were constructed with a 10x Genomics Chromium Single Cell 3′ Library & Gel Bead Kit v2 (10× Genomics Inc., Pleasanton, CA, USA, 120237) following the manufacturer's instructions. Single cell sample collection followed the methods reported by Wang et al. 1. Briefly, mouse testes were resected, seminiferous tubules were cut into small pieces, and then washed with PBS three times to remove the spermatozoa. Subsequently, the tissue was digested using TrypLE express (Invitrogen) for 15 min at 37 °C (in culture, in an incubator). The single cells were collected by filtration using a 40 μm filter. Cells were then washed twice with PBS solution supplemented with 0.04% bovine serum albumin (BSA, Sigma, St. Louis, MO, USA, A1933). Trypan blue staining and a hemocytometer (Bio-Rad, Hercules, CA, USA, TC20) were used to detect cell viability. Six individual mouse testicular cells were collected, combined together, then a concentration of 1000 cells/μl was used for loading onto the single cell chip (one/group). A Chromium 10x Single Cell System (10×Genomics) was used to form the Gel-Bead in Emulsions (GEMs). Cells were then barcoded and a cDNA library was constructed. The sequencing protocol used an Illumina HiSeq X Ten sequencer (Illumina, San Diego, CA, USA) with pair end 150 bp (PE150) reads.

***Single sample analysis and aggregation.*** CellRanger v2.2.0 software (https://www.10xgenomics.com/) was used to process the datasets using the “--force-cells = 5000” argument. The 10x Genomics pre-built mouse genome for mm10-3.0.0 (https://support.10xgenomics.com/single-cell-geneexpression/software/downloads/ latest) was referenced 59.

***Subclustering and gene ontology enrichment analysis*.** After characterization of all cell clusters in murine small intestine samples, cells were further clustered based on their cell identity. To obtain the same type of cells for downstream analysis, the “SubsetData” function was applied. After clustering, cluster-specific marker genes were identified using the “FindAllMarkers” function. The marker genes were used for enrichment analysis in Metascape (http://metascape.org).

***Single-cell pseudo-time trajectory analysis*.** Monocle 2 (v2.8.0) was used to determine the single-cell pseudo-time trajectory (http://cole-trapnell-lab.github.io/monocle-release/tutorials/) 60,61. The Monocle object was formed using the Monocle implemented “newCellDataSet” function from the Seurat object with a lowerDetectionLimit = 0.5.

***Single cell regulatory network analysis*.** To find the gene regulatory networks during small intestine cell development, we performed regulatory network inference and clustering using SCENIC (https://github.com/aertslab/SCENIC), a modified method for inferring with gene regulatory networks from single-cell RNA-seq data 31.

### RNA-seq analysis for ex vivo testes samples

Transcriptomics were analyzed as described in our early articles 62.

### Sequencing of microbiota from small intestine digesta samples and data analysis 63

***DNA Extraction*.** Total genomic DNA of small intestine digesta was isolated using an E.Z.N.A.R Stool DNA Kit (Omega Bio-tek Inc., Norcross, GA, USA) following the manufacturer's instructions. DNA quantity and quality were analyzed using NanoDrop 2000 (Thermo Scientific, USA) and 1% agarose gel. Ten samples/groups were determined.

***Library preparation and sequencing.*** The V3-V4 region of the 16S rRNA gene was amplified using the primers MPRK341F (50-ACTCCTACGGGAGGCAGCAG-30) and MPRK806R: (50-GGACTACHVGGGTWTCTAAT -30) with Barcode.

***Analysis of sequencing data.*** Operational taxonomic unit abundance information was normalized using a standard of sequence number corresponding to the sample with the least sequences. The alpha diversity index was calculated with QIIME (Version 1.7.0). The Unifrac distance was obtained using QIIME (v. 1.7.0), and PCoA (principal coordinate analysis) was performed using R software (Version 2.15.3). The linear discriminate analysis effect size (LEfSe) was performed to determine differences in abundance; the threshold LDA score was 4.0. GraphPad Prism7 software was used to produce the graphs.

### Plasma and testis metabolite measurements by LC-MS/MS

Plasma samples were collected and immediately stored at -80 °C. Before LC-MS/MS analysis, the samples were thawed on ice and processed to remove proteins. Testis samples were collected and the same amount of tissue from each mouse testis was used to isolate the metabolites using CH3OH: H2O (V:V) = 4:1. Then samples were detected by ACQUITY UPLC and AB Sciex Triple TOF 5600 (LC/MS) as reported previously 39. Fifteen samples/group were analyzed for plasma or testis samples.

### Histopathological analysis

Testicular tissues were fixed in 10% neutral buffered formalin, paraffin embedded, cut into 5 μm sections, and subsequently stained with hematoxylin and eosin (H&E) for histopathological analysis.

### Immunofluorescence staining (IHF)

The procedure for immunofluorescence staining is reported in our recent publications 58,64. Table S9 lists the primary antibodies.

### Western blotting

Western blotting analysis followed the procedure reported in our previous publications 58,64. Briefly, testis tissue samples were lysed in RIPA buffer containing a protease inhibitor cocktail from Sangong Biotech, Ltd. (Shanghai, China). Protein concentration was determined by BCA kit (Beyotime Institute of Biotechnology, Shanghai, P.R. China). Information for primary antibodies is given in Table S9.

### Statistical analysis

Data were analyzed using SPSS statistical software (IBM Co., NY, USA) with one-way analysis of variance (ANOVA) followed by LSD multiple comparison tests. All groups were compared with each other for every parameter. Data is shown as the mean ± SEM. Statistical significance was based on *p* < 0.05.

## Supplementary Material

Supplementary materials and methods, figures, and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
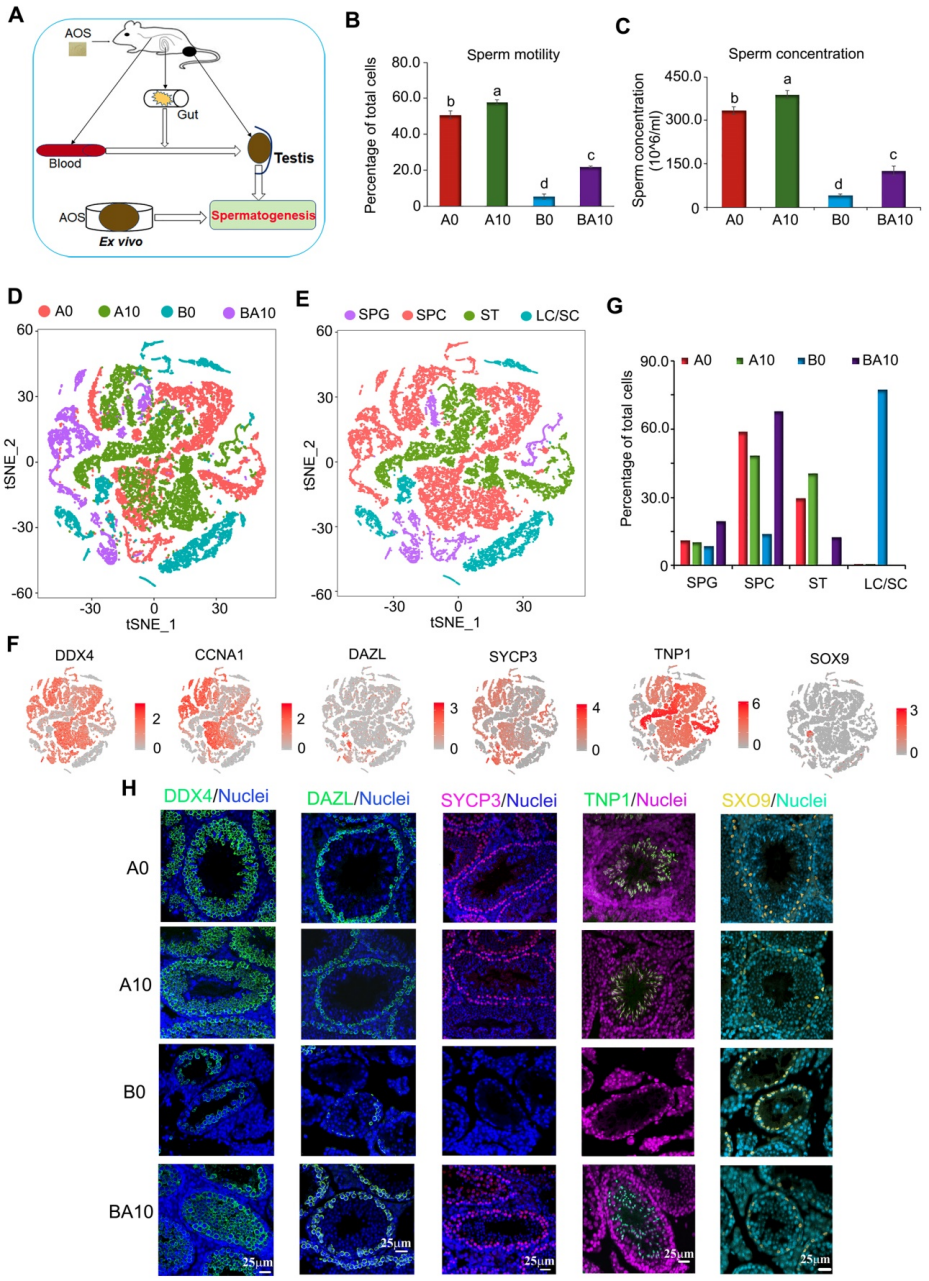
** Mouse sperm motility, concentration, and scRNA-seq analysis.** (**A**) Study design. (**B**) Mouse sperm motility. The y-axis represents the percentage of cells. The X-axis represents the treatment (n = 30/group). ^a,b,c^ Means not sharing a common superscript are different (*p <* 0.05). (**C**) Mouse sperm concentration. The y-axis represents the concentration. The x-axis represents the treatment (n = 30/group). ^a,b,c^ Means not sharing a common superscript are different (*p <* 0.05). (**D**) scRNA-seq cell map based on tSNE for the four treatment groups. (**E**) Cell clusters in scRNA-seq analysis. (**F**) Marker genes for each cluster. (**G**) The proportion of cells in each cluster in every sample. (**H**) IHF for some of the marker genes.

**Figure 2:**
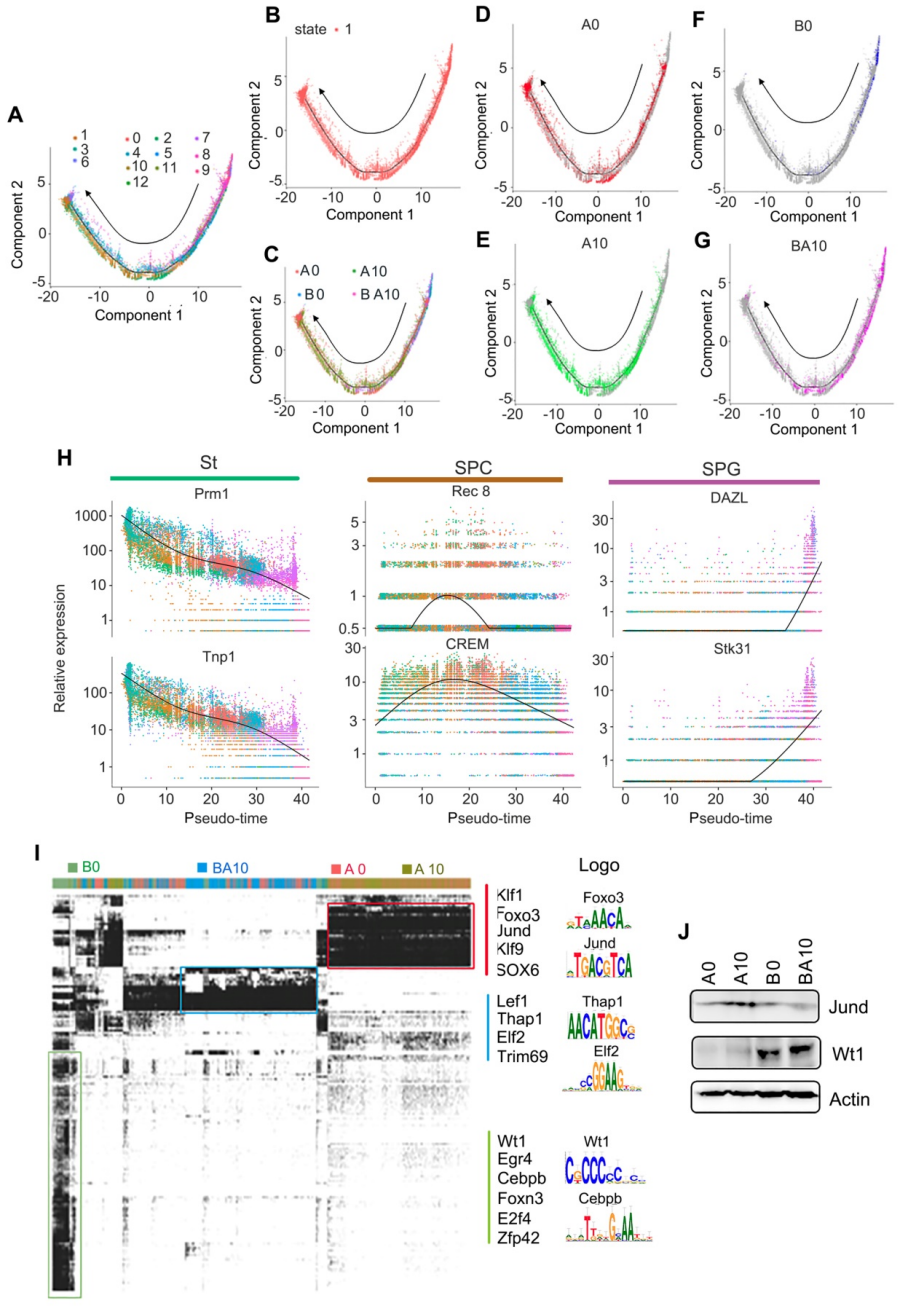
** Pseudotime analysis and transcriptional factor screening for scRNA-seq data.** (**A**) Trajectory reconstruction of SPGs, SPCs, and STs based on cell clusters. (**B**) State status in pseudotime analysis. (**C**) Trajectory plot based on different treatment samples. (**D**) Trajectory plot for AOS 0. (**E**) Trajectory plot for AOS 10. (**F**) Trajectory plot for B+A 0. (**G**) Trajectory plot for B+A 10. (**H**) Marker gene expression patterns in Monocle analysis. (**I**) SCENIC results from the murine testis samples. Different transcriptional factors in different samples AOS 0, AOS 10, B+A 0, and B+A 10. (**J**) WB data for some of the transcriptional factors.

**Figure 3:**
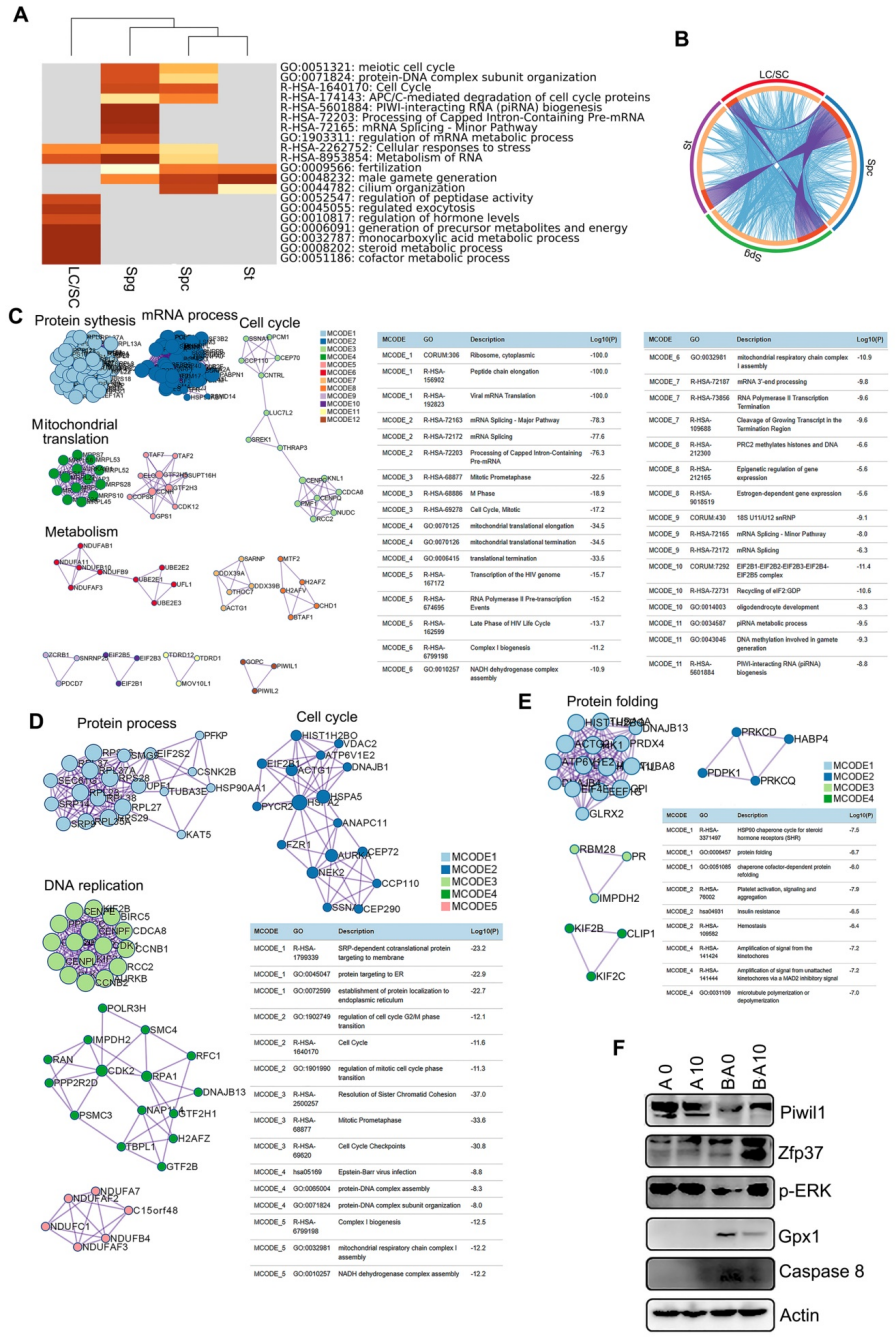
** Enrichment analysis and protein-protein interaction networks for scRNA-seq data.** (**A**) Enrichment analysis for SPGs, SPCs, STs, and LCs/SCs using the online tool in Metascape. (**B**) Circos plots showing interaction between these clusters of cells. The shared marker genes are linked by purple lines, and similar terms are linked by blue lines. (**C**) Protein-protein interaction networks of marker genes in the SPG cluster. (**D**) Protein-protein interaction networks of marker genes in the SPC cluster. (**E**) Protein-protein interaction networks of marker genes in the ST cluster. (**F**) WB of some proteins important for spermatogenesis and maintaining cell function in mouse testis samples.

**Figure 4:**
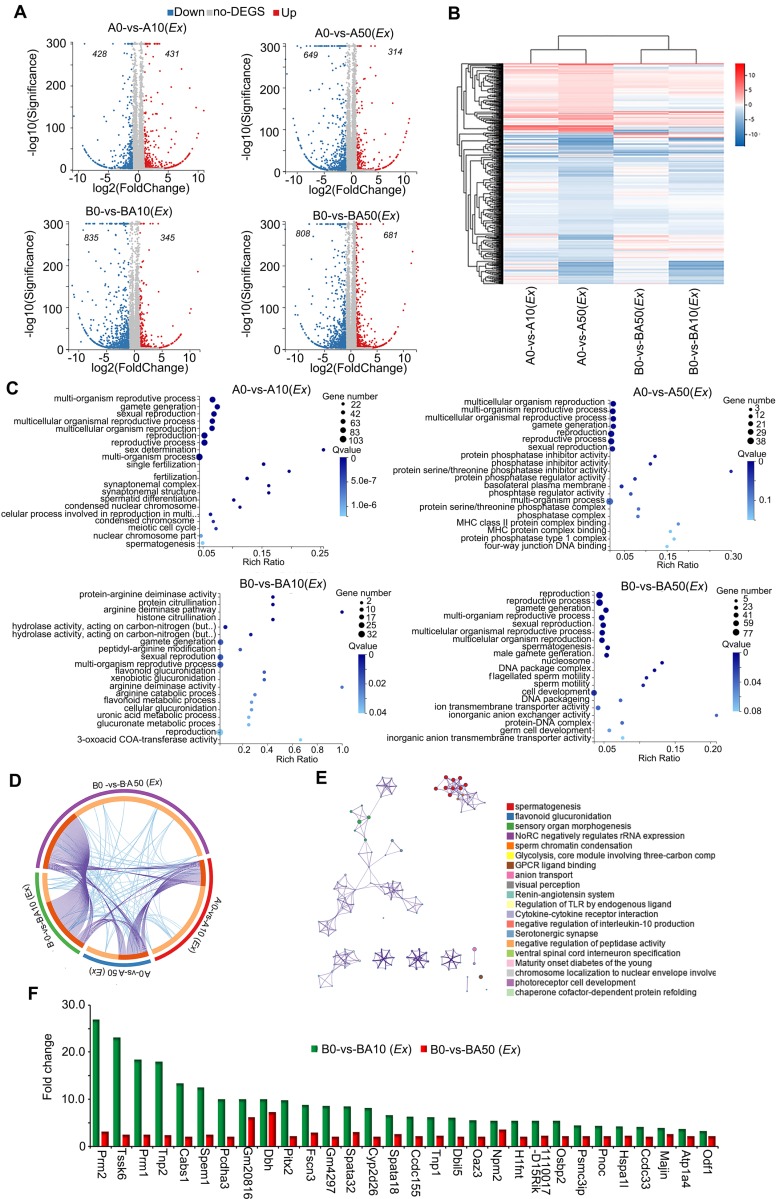
** RNA-seq data for *ex vivo* experiments.** (**A**) Volcano map summary of RNA-seq data in ex v*ivo* experiments. The four comparisons: AOS 0 vs. AOS 10 (*ex vivo*); AOS 0 vs. AOS 50 (*ex vivo*); B+A 0 vs. B+A 10 (*ex vivo*); and B+A 0 vs. B+A 50 (*ex vivo*). (**B**) Heatmap summary of the differentially expressed genes in the four comparisons in the *ex vivo* experiment. (**C**) GO enrichment of up-regulated genes in the four comparisons in the *ex vivo* experiment. (**D**) Circos plots showing interactions between the four comparisons in multiple enrichment analysis in the *ex vivo* experiment. (**E**) Enrichment network of shared marker genes in the comparisons in the *ex vivo* experiment. Each term is indicated by a circular node that is colored according to comparison; nodes that share the same cluster ID are typically close to each other. (**F**) Gene expression comparison of RNA-seq data in the *ex vivo* experiments and the 10x scRNA-seq data in the* in vivo* experiments.

**Figure 5:**
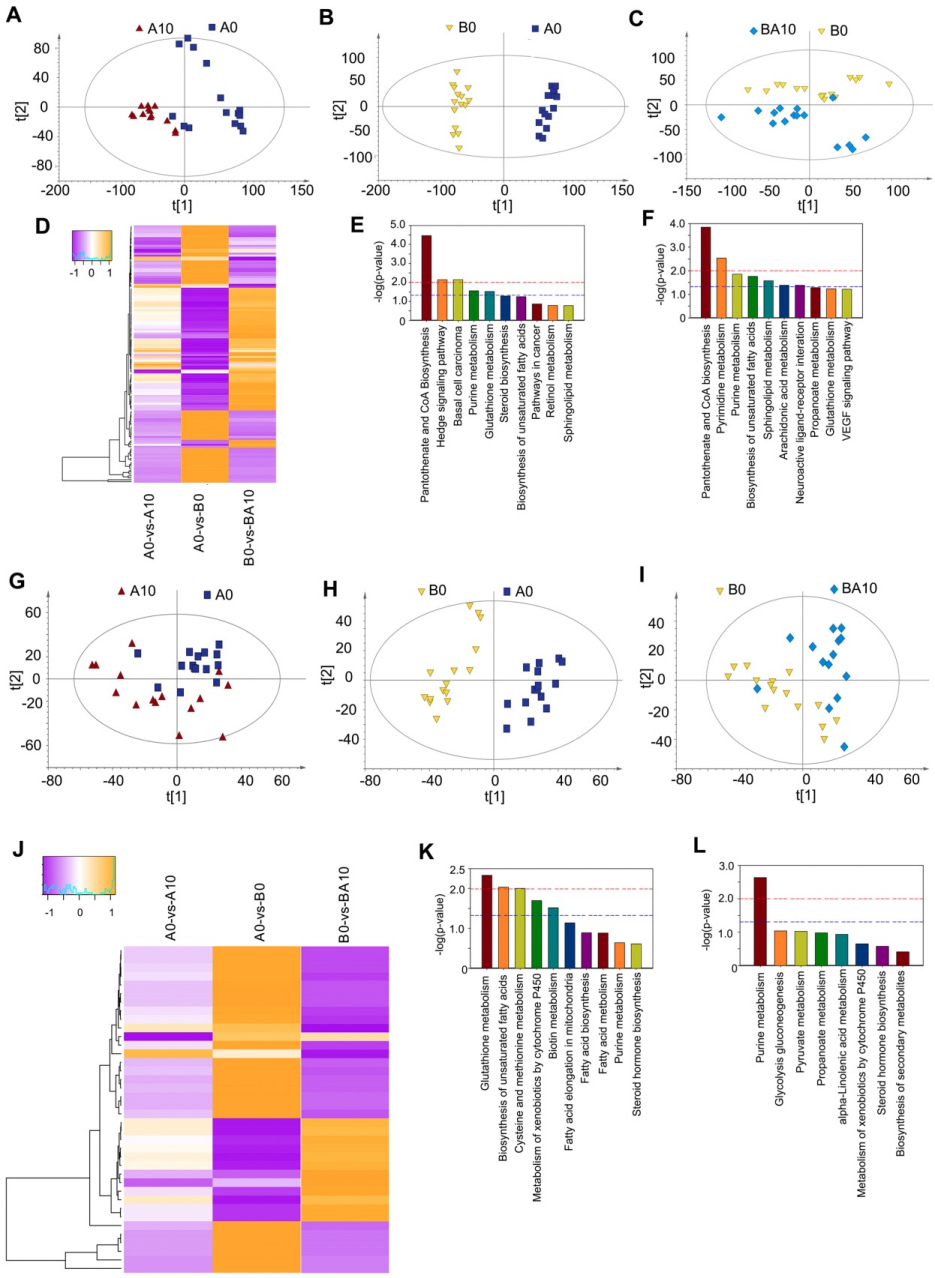
** Plasma and testis metabolome changes.** (**A**) PCA of mouse testis metabolites in the AOS 0 and AOS 10 groups. (**B**) PCA of mouse testis metabolites in the AOS 0 and B+A 0 groups. (**C**) PCA of mouse testis metabolites in the B+A 0 and B+A 10 groups. (**D**) Heatmap of changed testis metabolites. (**E**) Enriched pathways of changed testis metabolites in AOS 0 vs. AOS 10. (**F**) Enriched pathways of changed testis metabolites in B+A 0 vs. B+A 10. (**G**) PCA of mouse plasma metabolites in the AOS 0 and AOS 10 groups. (**H**) PCA of mouse plasma metabolites in the AOS 0 and B+A 0 groups. (**I**) PCA of mouse plasma metabolites in the B+A 0 and B+A 10 groups. (**J**) Heatmap of changed plasma metabolites. (**K**) Enriched pathways of changed plasma metabolites in AOS 0 vs. AOS 10. (**L**) Enriched pathways of changed plasma metabolites in B+A 0 vs. B+A 10.

**Figure 6:**
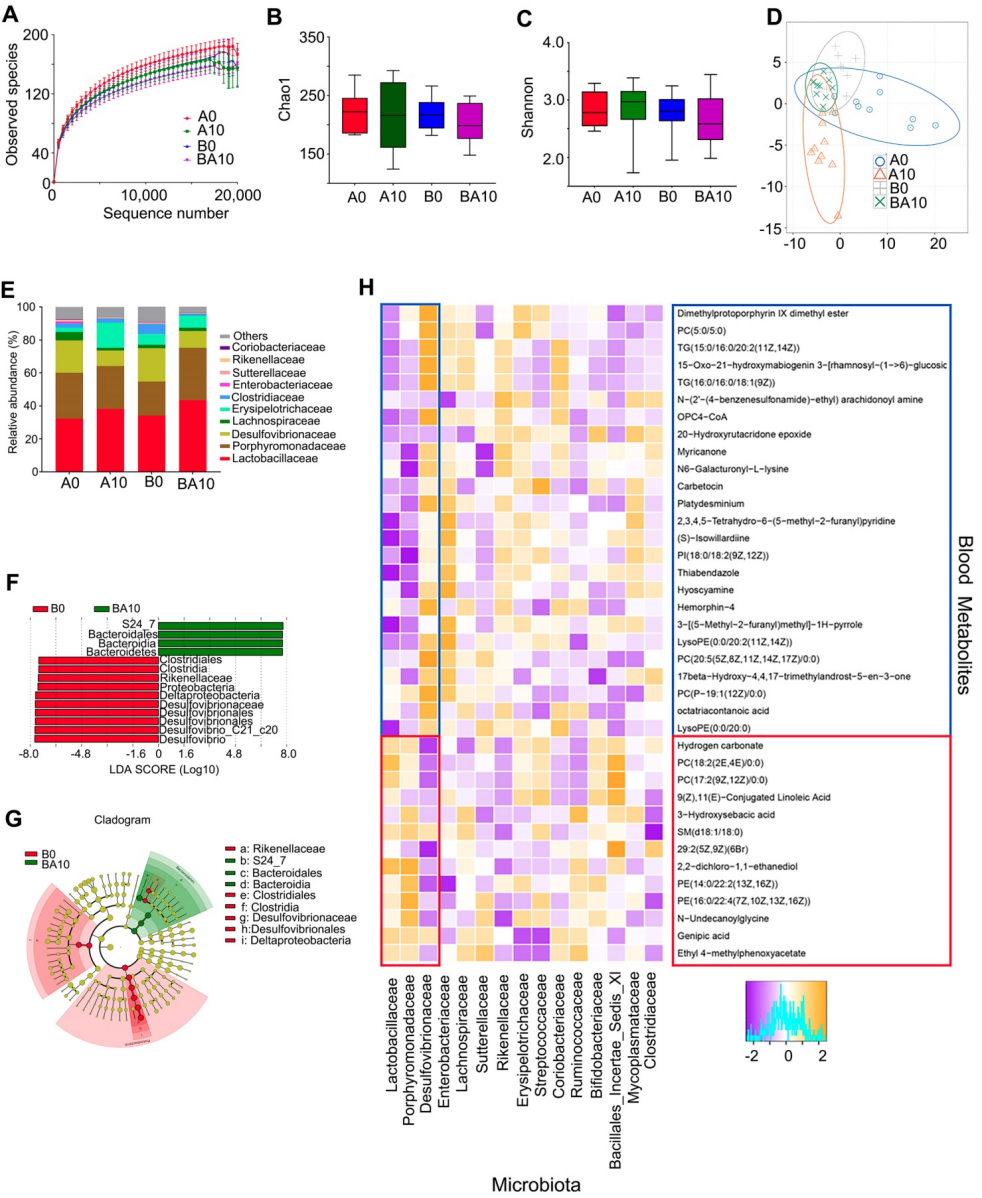
** Small intestinal microbiota changes and correlation of changed intestinal microbiota and changed plasma metabolites.** The alpha index of the small intestine microbiota: (**A**) Rarefaction curve; (**B**) Chao1 index; (**C**) Shannon index. (**D**) The PLS-DA of the microflora in different treatments. (**E**) Differences of bacterial abundance at the family level. (**F**) LDA distribution. (**G**) Cladogram. Linear discriminate analysis effect size (LEfSe) was performed to determine the difference in abundance; the threshold of LDA score was 4.0. (n = 10 samples/group)

# Supplementary material for: Alginate oligosaccharides improve germ cell development and testicular microenvironment to rescue busulfan disrupted spermatogenesis
**Source:** Theranostics. 2020 Feb 10;10(7):3308–24. doi: 10.7150/thno.43189
**Supplement:** Supplementary file 1 — Supplementary materials and methods, figures, and tables.

## Supplemental Information

### Detailed Materials and Methods

#### *Evaluation of spermatozoa motility using a computer-assisted sperm analysis system*

Spermatozoa motility was assessed using a computer-assisted sperm assay (CASA) method according to World Health Organization guidelines [57,58]. After euthanasia, spermatozoa were collected from the cauda epididymis of mice and suspended in DMEM/F12 medium with 10% FBS and incubated at 37.5 °C for 30 min; samples were then placed in a pre-warmed counting chamber [57,58]. A microscopic sperm class analyzer (CASA; MICROPTIC S.L. Barcelona, Spain) was used in this investigation. It was equipped with a 20-fold objective, a camera adaptor (Eclipse E200, Nikon, Japan), and a camera (acA780-75gc, Basler, Germany). The classification of sperm motility was as follows: Grade A linear velocity  $>22 \mu\text{m s}^{-1}$ ; Grade B  $<22 \mu\text{m s}^{-1}$  and curvilinear velocity  $>5 \mu\text{m s}^{-1}$ ; Grade C curvilinear velocity  $<5 \mu\text{m s}^{-1}$ ; and Grade D = immotile spermatozoa. The spermatozoa motility data represented only Grade A + Grade B since only these two grades are considered to be functional.

#### *Morphological observations of spermatozoa*

The extracted murine caudal epididymides were placed in RPMI medium and finely chopped; subsequently, Eosin Y (1%) was added for staining as described previously [57,58]. Spermatozoon abnormalities were then viewed using an optical microscope and were classified into head or tail morphological abnormalities: two heads, two tails, blunt hooks, and short tails. The examinations were repeated three times, and 500 spermatozoa per animal were scored.

#### *Assessment of acrosome integrity*

After harvest, mouse spermatozoa were incubated at 37.5 °C for 30 min, after

which a drop of sperm suspension was uniformly smeared on a clean glass slide. Smeared slides were air dried and incubated in methanol for 2 min for fixation. After fixation, the slides were washed with PBS three times. Assessment of an intact acrosome was accomplished by staining the sperm with 0.025% Coomassie brilliant blue G-250 in 40% methanol for 20 min at room temperature (RT). The slides were then washed three times with PBS and mounted with 50% glycerol in PBS. Acrosomal integrity was determined by an intense staining on the anterior region of the sperm head under bright-field microscopy (AH3-RFCA, Olympus, Tokyo, Japan) and scored accordingly [57,58].

***Single cell library preparation, sequencing, and data analysis [single cell RNA-sequencing (scRNA-seq)]***

***Single cell library preparation and sequencing.*** Single cell libraries were constructed with the 10x Genomics Chromium Single Cell 3' Library and Gel Bead Kit v2 (10× Genomics Inc., Pleasanton, CA, USA, 120237) following the manufacturer's instructions. Single cell sample collection followed the methods reported by Wang et al. [1]. Briefly, mouse testes were collected, seminiferous tubules were cut into small pieces, and then washed with PBS three times to remove the sperm. Subsequently, the tissue was digested using TrypLE express (Invitrogen) for 15 min at 37 °C (in culture, in an incubator). The single cells were collected by filtration using a 40 µm filter. Cells were then washed twice with PBS solution supplemented with 0.04% bovine serum albumin (BSA; Sigma, St. Louis, MO, USA, A1933). Trypan blue staining with a hemocytometer (Bio-Rad, Hercules, CA, USA, TC20) was used to detect cell viability. Six individual murine testicular cells were collected and combined together; subsequently, a concentration of 1000 cells/µl was used for loading onto the single cell chip (one/group). A Chromium 10x Single Cell System (10×Genomics, Pleasanton, CA,

USA) was used to form the Gel-Bead in Emulsions (GEMs). Cells were then barcoded and a cDNA library was constructed. The sequencing protocol used an Illumina HiSeq X Ten sequencer (Illumina, San Diego, CA, USA) with pair end 150 bp (PE150) reads.

***Single sample analysis and aggregation.*** CellRanger v2.2.0 software (<https://www.10xgenomics.com/>) was used to process the datasets with the “--force-cells = 5000” argument. The 10x Genomics pre-built mouse genome for mm10-3.0.0 (<https://support.10xgenomics.com/single-cell-geneexpression/software/downloads/latest>) was referenced. After the CellRanger analysis, the gene-barcode matrices were processed using the Seurat single cell RNA-seq analysis R package in Rstudio (v3.0) [59]. Cells with minimal genes <200 and genes expressed in <3 cells were removed to obtain high-quality datasets for downstream analysis. After normalization, the three datasets (from the three treatment groups) were merged together using the Seurat “RunMultiCCA” function. The characterized cell clusters were reviewed by the Seurat “RunTSNE” function based on the t-distributed Stochastic Neighbor Embedding (tSNE) algorithm with default settings. The cell clusters were calculated using the “FindClusters” function. The Seurat “FindAllMarkers” function was applied to find cell cluster markers.

***Subclustering and gene ontology enrichment analysis.*** After characterization of all cell clusters in murine small intestine samples, cells were further clustered based on their cell identity. To obtain the same type of cells for downstream analysis, the “SubsetData” function was applied. After clustering, cluster-specific marker genes were identified using the “FindAllMarkers” function. The marker genes were used for enrichment analysis in Metascape (<http://metascape.org>).

***Single-cell pseudo-time trajectory analysis.*** Monocle 2 (v2.8.0) was used to determine the single-cell pseudo-time trajectory (<http://cole-trapnell->

[lab.github.io/monocle-release/tutorials/](https://lab.github.io/monocle-release/tutorials/)) [60,61]. The Monocle object was formed by implementing the Monocle “newCellDataSet” function from the Seurat object with a “lowerDetectionLimit” = 0.5. The variable genes for ordering were obtained using Seurat. Dimensionality was constructed using the DDRTree method with regression of the number of UMIs. Root states were collected following their Seurat cell identity information and branch-specific gene expression was calculated using the Monocle implemented BEAM function. The branched heatmap was further constructed using the “plot\_genes\_branched\_heatmap” function.

***Single cell regulatory network analysis.*** To identify gene regulatory networks active during the development of the small intestine, we performed regulatory network inference and clustering using SCENIC (<https://github.com/aertslab/SCENIC>), a modified method for inferring with gene regulatory networks from single-cell RNA-seq data [31]. The single-cell RNA-seq expression matrix, where each column represents a cell ID and each row represents a gene, was used for analysis. Then, the “geneFiltering” function was used to remove genes with UMI counts across all samples <100 and was expressed in less than 1% of cells. GENIE3 was then used to infer the co-expression matrix containing potential regulators. To identify potential direct-binding targets, RcisTarget was used based on DNA-motif analysis and we used databases (mm 10) that scored the motifs in the gene promoters (up to 500 bp upstream the TSS), and in the 10 kb around the TSS (+/-10 kb). The AUCell algorithm was used to calculate regulon activity in each cell and to convert the network activity into ON/OFF (binary activity matrix) with default settings.

### ***RNA-seq analysis for ex vivo testes samples***

Transcriptomics were analyzed as described in our earlier article [62]. Briefly, total RNA was isolated using TRIzol Reagent (Invitrogen) and purified using a Pure-

Link1 RNA Mini Kit (Cat: 12183018A; Life Technologies) following the manufacturer's protocol. The total RNA samples were first treated with DNase I to degrade any possible DNA contamination. Then the mRNA was enriched using oligo(dT) magnetic beads. When mixed with the fragmentation buffer, the mRNA was broken into short fragments (about 200 bp), after which the first strand of cDNA was synthesized using a random hexamer-primer. Buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize the second strand. The double strand cDNA was purified with magnetic beads. Subsequently, 3'-end single nucleotide A (adenine) addition was performed. Finally, sequencing adaptors were ligated to the fragments. The fragments were enriched by PCR amplification. During the QC step, Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System were used to qualify and quantify the sample library. The library products were ready for sequencing via Illumina HiSeq™ 2500. The reads were mapped to reference genes using SOAPaligner (v. 2.20) with a maximum of two nucleotide mismatches allowed at the parameters of “-m 0 -x 1000 -s 40 -l 35 -v 3 -r 2”. 

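RPKM divides the number of reads on a gene by the length of the gene and by the number of mapped reads of the sample, so that genes and samples can be compared. FPKM, the name used in the deposited table of the cultured testes, is the same measure with read pairs counted once. MARS compares samples by the ratio and the mean of a gene's reads, and takes the random sampling of reads as its source of error. It works on read counts, so it was not run on the deposited values.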

The read number of each gene was transformed into RPKM (Reads Per Kilo bases per Million reads), and then differentially expressed genes were identified using the DEGseq package and the MARS (MA-plot-based method with the Random Sampling model) method. The threshold was set as  $FDR \leq 0.001$  and an absolute value of  $\log_2$  ratio  $\geq 1$  to judge the significance of differences in gene expression.

***Sequencing of microbiota from small intestine digesta samples and data analysis*** [63]

***DNA Extraction.*** Total genomic DNA of small intestine digesta was isolated using an E.Z.N.A.R Stool DNA Kit (Omega Bio-tek Inc., USA) following the manufacturer's instructions. DNA quantity and quality were analyzed using a NanoDrop 2000 (Thermo Scientific) and 1% agarose gel. Ten samples/groups were determined.

***Library preparation and sequencing.*** The V3–V4 region of the 16S rRNA gene was amplified using the primers MPRK341F (50- ACTCCTACGGGAGGCAGCAG - 30) and MPRK806R: (50- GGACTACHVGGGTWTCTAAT -30) with Barcode. The PCR reactions (total 30 µL) included 15 µL of PhusionR High-Fidelity PCR Master Mix (New England Biolabs), 0.2 mM of primers, and 10 ng of DNA. The thermal cycle was carried out with an initial denaturation at 98 °C, followed by 30 cycles of 98 °C for 10 s, 50 °C for 30 s, 72 °C for 30 s, and a final extension at 72 °C for 5 min. PCR products were purified using a GeneJET Gel Extraction Kit (Thermo Scientific). The sequencing libraries were constructed with a NEBNext® Ultra™ DNA Library Prep Kit for Illumina® (NEB, USA) following the manufacturer’s instructions and index codes were added. Then, the library was sequenced on a Illumina HiSeq 2500 platform and 300 bp paired-end reads were generated at the Novo gene. The paired-end reads were merged using FLASH (v. 1.2.71). The quality of the tags was controlled in QIIME (v. 1.7.02), meanwhile all chimeras were removed. The “Core Set” of the Greengenes database<sup>3</sup> was used for classification, and sequences with >97% similarity were assigned to the same operational taxonomic units (OTUs).

***Analysis of sequencing data*** Operational taxonomic unit abundance information was normalized using a standard of sequence number corresponding to the sample with the least sequences. The alpha diversity index was calculated with QIIME (v. 1.7.0). The Unifrac distance was obtained using QIIME (v. 1.7.0), and PCoA (principal coordinate analysis) was performed using R software (v. 2.15.3). The linear discriminate analysis effect size (LEfSe) was performed to determine differences in abundance; the threshold LDA score was 4.0. GraphPad Prism7 software was used to produce the graphs.

***Plasma and testis metabolite measurements by LC-MS/MS***

Plasma samples were collected and immediately stored at -80 °C. Before LC-MS/MS analysis, the samples were thawed on ice and processed to remove proteins. Testis samples were collected and the same amount of tissue from each mouse testis was used to isolate the metabolites using CH<sub>3</sub>OH: H<sub>2</sub>O (V:V) = 4:1. Then samples were analyzed by ACQUITY UPLC and AB Sciex Triple TOF 5600 (LC/MS) as reported previously [39]. Fifteen samples/group were analyzed for plasma or testis tissues.

HPLC used an ACQUITY UPLC BEH C18 column (100 mm × 2.1 mm, 1.7 μm), solvent A [aqueous solution with 0.1% (v/v) formic acid], and solvent B [acetonitrile with 0.1% (v/v) formic acid] with a gradient program:

| Time | A% | B%  |
|------|----|-----|
| 0    | 95 | 5   |
| 2    | 80 | 20  |
| 4    | 75 | 25  |
| 9    | 40 | 60  |
| 17   | 0  | 100 |
| 19   | 0  | 100 |
| 19.1 | 95 | 5   |
| 20.1 | 95 | 5   |

The flow rate was 0.4 mL/min and the injection volume was 5 μL.

The mass spectrometry program with ESI was:

| Parameters                              | Positive ion | Positive ion |
|-----------------------------------------|--------------|--------------|
| Nebulizer Gas (GS1, PSI)                | 40           | 40           |
| Auxiliary Gas (GS2, PSI)                | 40           | 40           |
| Curtain Gas (CUR, PSI)                  | 35           | 35           |
| Ion Source Temperature (°C)             | 550          | 550          |
| Ion Spray Voltage (V)                   | 5500         | 4500         |
| Declustering Potential (DP, V)          | 100          | -100         |
| Mass Scan Range (TOF MS scan)           | 70–1000      | 70–1000      |
| Collision Energy (TOF MS scan, eV)      | 10           | -10          |
| Mass Scan Range (Product Ion scan)      | 50–1000      | 50–1000      |
| Collision Energy (Product Ion scan, eV) | 30           | 30           |
| Interface Heater Temperature (°C)       | 550          | 600          |

Progenesis QI v. 2.3 (Nonlinear Dynamics, Newcastle, UK) was used to normalize the peaks. Then the Human Metabolome Database (HMDB), Lipidmaps (v. 2.3), and METLIN software were used to qualify the data. Moreover, the data were processed with SIMCA software (v. 14.0, Umetrics, Umeå, Sweden) following pathway enrichment analysis using the KEGG database (<http://www.genome.jp/KEGG/pathway.html>).

### ***Histopathological analysis***

Testicular tissues were fixed in 10% neutral buffered formalin, paraffin embedded, cut into 5 µm sections and subsequently stained with hematoxylin and eosin for histopathological analysis.

### ***Immunofluorescence staining (IHF)***

The procedure for immunofluorescence staining is reported in our recent publications [58,64]. Table S8 lists the primary antibodies. Briefly, testis sections (5 µm) were prepared and subjected to antigen retrieval. Sections were then blocked with normal goat serum in PBS, followed by incubation (1:150 in PBS-1% BSA) with primary antibodies at 4 °C overnight. After a brief wash, sections were incubated with goat anti-rabbit or donkey anti-goat secondary Abs (1:100 in PBS; Beyotime Institute of Biotechnology, Shanghai, P.R. China) at RT for 30 min and then counterstained with 4',6-diamidino-2-phenylindole (DAPI). The stained sections were visualized using a Nikon Eclipse TE2000-U fluorescence microscope (Nikon, Inc., Melville, NY), and the captured fluorescence images were analyzed using MetaMorph software. Six samples/group were determined.

### ***Western blotting***

Western blotting analysis followed the procedure reported in our previous publications [58,64]. Briefly, testis tissue samples were lysed in RIPA buffer containing

a protease inhibitor cocktail from Sangong Biotech, Ltd. (Shanghai, China). Protein concentration was determined by BCA kit (Beyotime Institute of Biotechnology). Information for primary antibodies is given in Table S8. Secondary donkey anti-goat Ab (Cat no.: A0181) was purchased from Beyotime Institute of Biotechnology, and goat anti-rabbit (Cat no.: A24531) Abs were purchased from Novex<sup>®</sup> by Life Technologies (USA). Fifty micrograms of total protein per sample were loaded onto 10% SDS polyacrylamide electrophoresis gels. The gels were transferred to a polyvinylidene fluoride (PVDF) membrane at 300 mA for 2.5 h, at 4 °C. Then, the membranes were blocked with 5% BSA for 1 h at RT, followed by three washes with 0.1% Tween-20 in TBS (TBST). The membranes were incubated with primary Abs diluted with 1:500 in TBST with 1% BSA overnight at 4 °C. After three washes with TBST, the blots were incubated with the HRP-labelled secondary goat anti-rabbit or donkey anti-goat Abs respectively for 1 h at RT. After three washes, the blots were imaged. The experiment was performed with six individual samples/group.

### ***Statistical analysis***

Data were analyzed using SPSS statistical software (IBM Co., NY, USA) with one-way analysis of variance (ANOVA) followed by LSD multiple comparison tests. All groups were compared with each other for every parameter. The data were shown as the mean  $\pm$  SEM. Statistical significance was based on  $p < 0.05$ .

## Supplementary Materials

Figure S1. Additional data for single cell RNA seq (scRNA seq) analysis of all cells in four group samples.

Figure S2. Additional data for sub-clustering of SPGs, SPCs, and STs in single cell RNA seq (scRNA seq) analysis.

Figure S3. Heatmap of gene expression for SPG, SPC, ST, and LC/SC clusters in each group sample.

Figure S4. Enrichment analysis data for each group sampled individually.

Figure S5. GO enrichment analysis for down-regulated genes in each of the four comparisons (*ex vivo*).

Table S1. Differentially expressed genes in scRNA seq analysis for all the samples.

Table S2. Marker genes in scRNA seq analysis for all the samples.

Table S3. Motif Enrichment data for transcriptional factor analysis.

Table S4. Regulon target information in transcriptional factor analysis.

Table S5. Testis metabolites.

Table S6. Plasma metabolites.

Table S7. Correlation of testis metabolites and plasma metabolites.

Table S8. Relative amounts of microbiota in small intestine samples.

Table S9. Information for primary antibodies.

**Supplementary Table 9. Primary antibody information**

| Gene symbol | Name                                         | Cat. #       | Predicted size | Source (Animal)     | Company                                |
|-------------|----------------------------------------------|--------------|----------------|---------------------|----------------------------------------|
| DDX4 (VASA) | DEAD (Asp Glu Ala Asp) box polypeptide       | ab13840      | 76kDa          | Rabbit (polyclonal) | Abcam                                  |
| DAZL        | DAZ like autosomal                           | ab34139      | 33kDa          | Rabbit (polyclonal) | Abcam                                  |
| SCP3/SYCP3  | Synaptonemal complex protein 3               | NB300-232    | 28kDa          | Rabbit (polyclonal) | Novus Biologicals                      |
| SOX9        | SRY (sex-determining region Y)-box 9 protein | AB5535       | 65kDa          | Rabbit (polyclonal) | Merck Millipore                        |
| TNP1(TR1)   | Transition protein-1                         | ab73135      |                | Rabbit (polyclonal) | Abcam                                  |
| Jun D       | Transcription factor jun-D                   | bs-1393R     | 38kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Wt1         | Wilms tumor protein                          | bs-6983R     | 55kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| PIWIL1      | Piwi like protein 1                          | ab94917      | 99kDa          | Rabbit (polyclonal) | Abcam                                  |
| ZFP37       | Zinc finger protein 37 homolog               | bs-19125R    | 71kDa          | Mouse(monoclonal)   | Beijing Biosynthesis Biotechnology CO. |
| P-ERK       | Phospho-Erk1 (Thr202 + Tyr204)               | bs-1645R     | 43kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| GPX1        | Glutathione peroxidase 1                     | bs-3882R     | 22kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Caspase 8   | Caspase 8                                    | bs-0052R     | 12/55kDa       | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| ACTB        | Anti-ACTB rabbit polyclonal antibody         | D110001-0200 | 42kDa          | Rabbit (polyclonal) | Sangon Biotech.                        |
| actin       | Actin                                        | Ab3280       | 42kDa          | Rabbit (polyclonal) | Abcam                                  |

**A**

# B

A0

A10

B.0

BA10

**C**

# D

## F

# E

Figure S1. Additional data for single cell RNA seq (scRNA seq) analysis of all cells in four group samples.

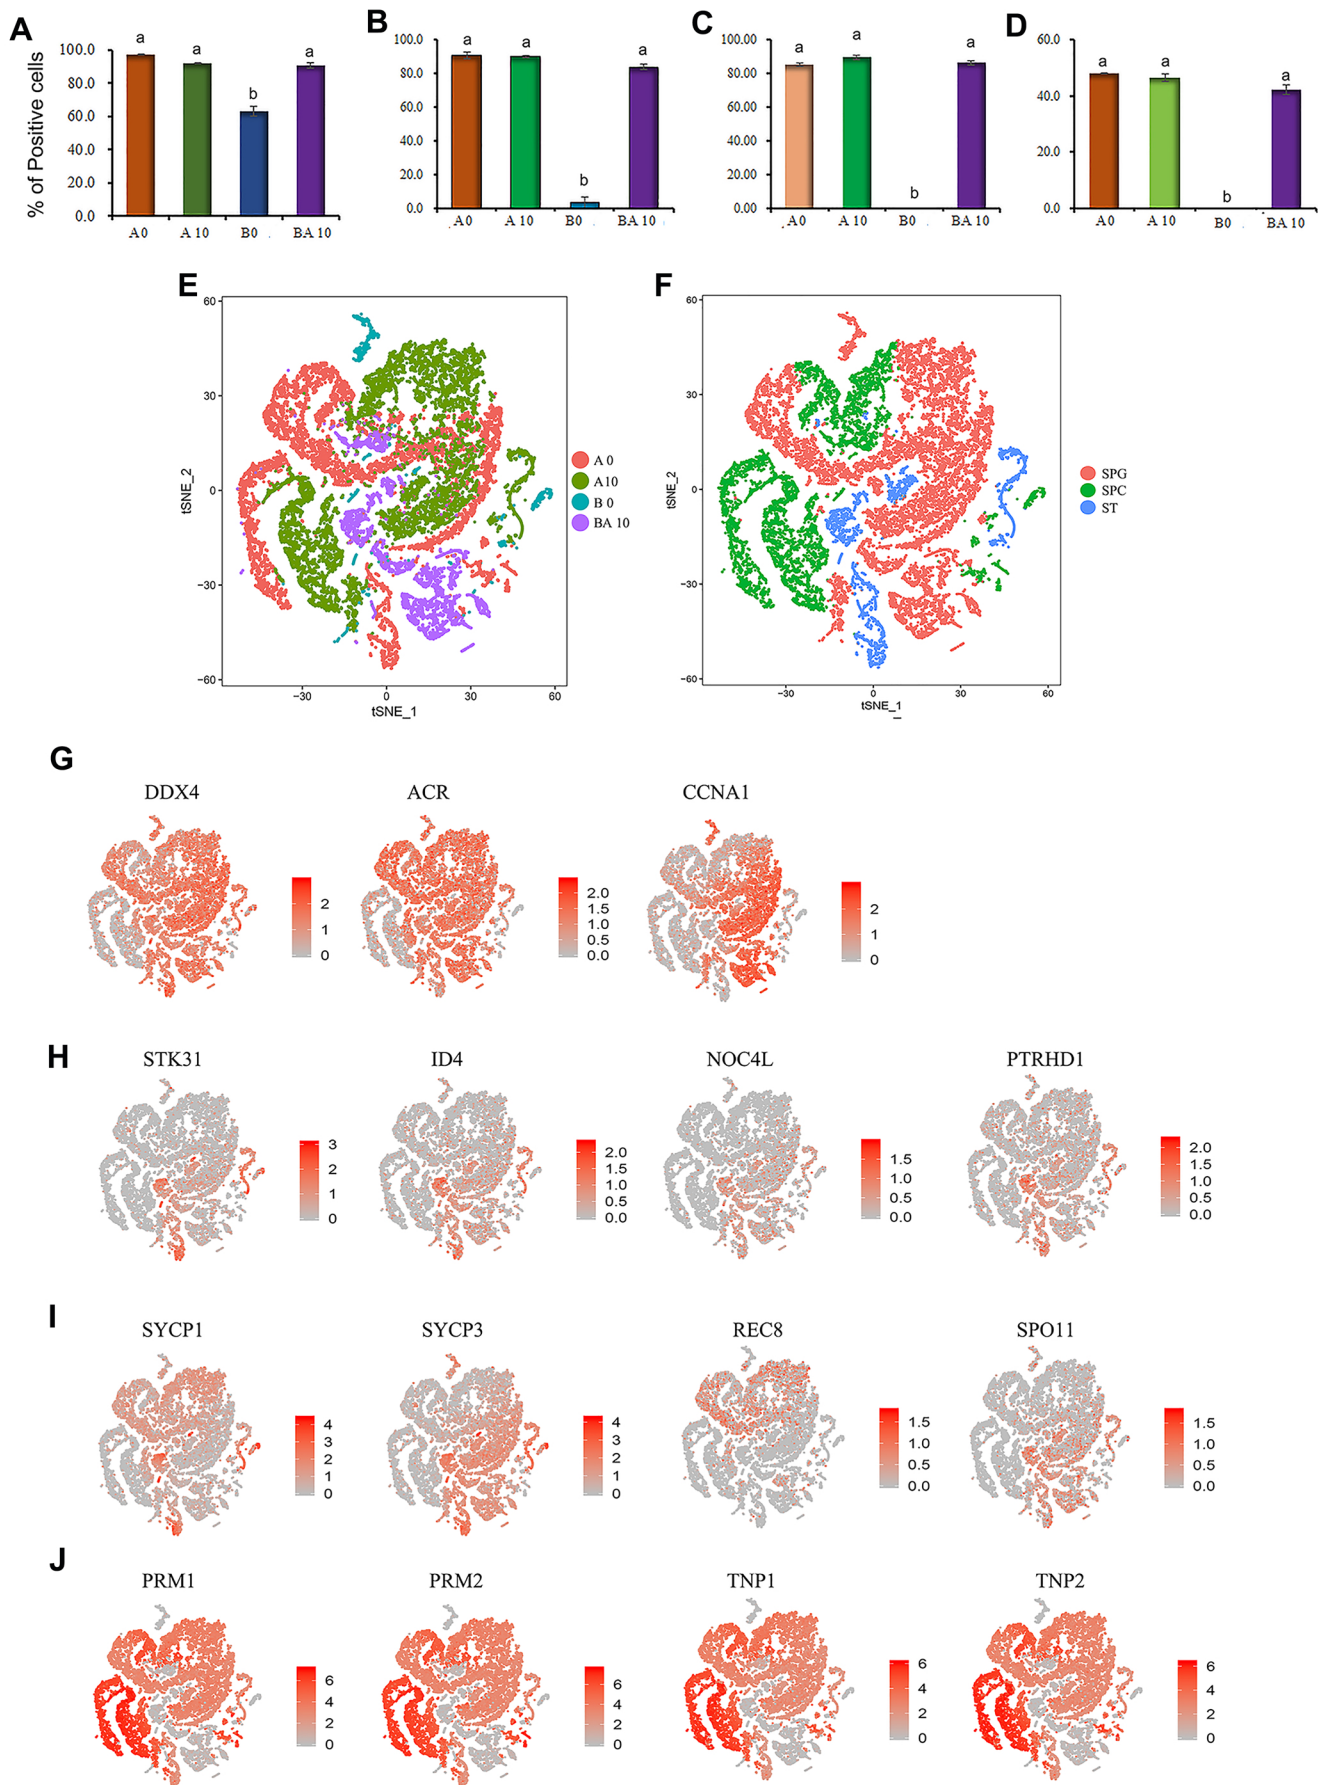

Figure S2. Additional data for sub-clustering of SPGs, SPCs, and STs in single cell RNA seq (scRNA seq) analysis.

A

Spq

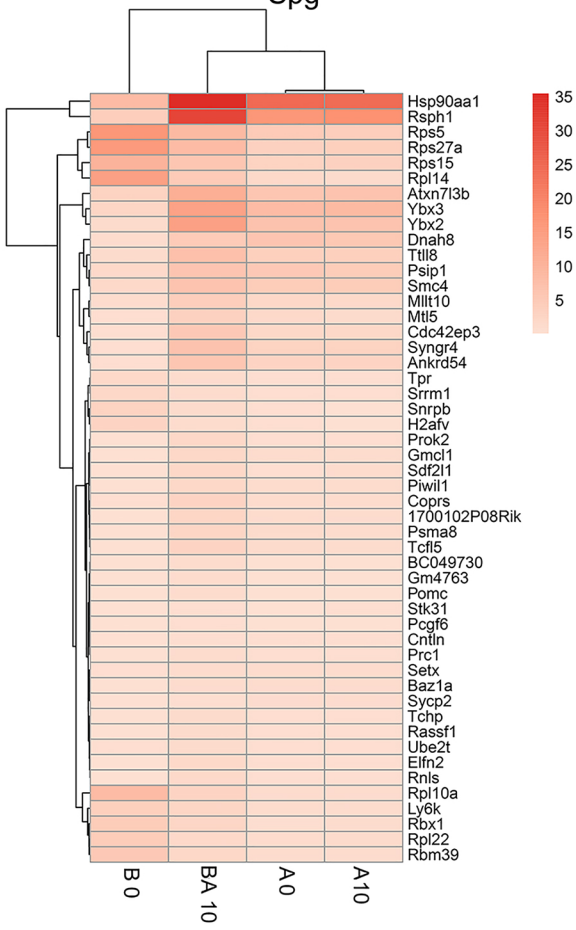

B

Spc

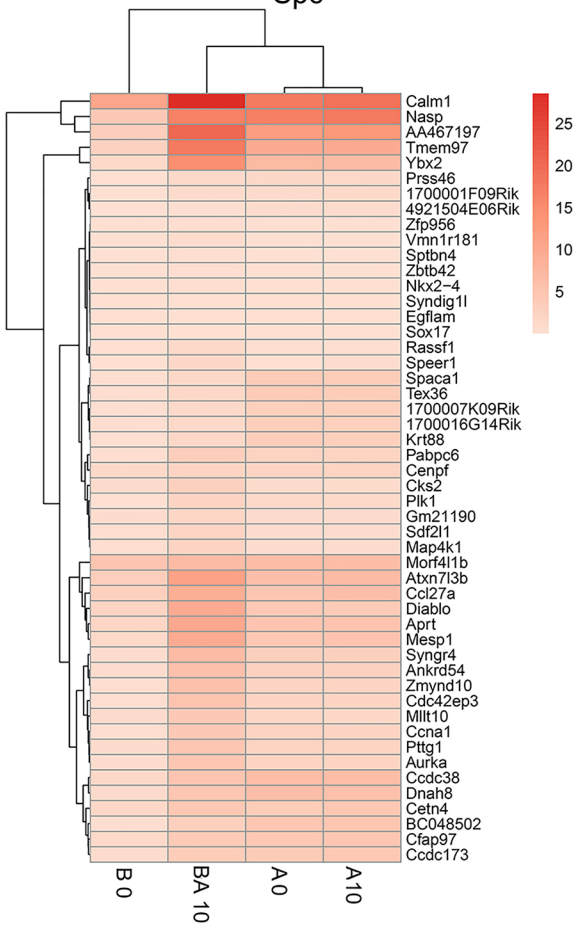

C

St

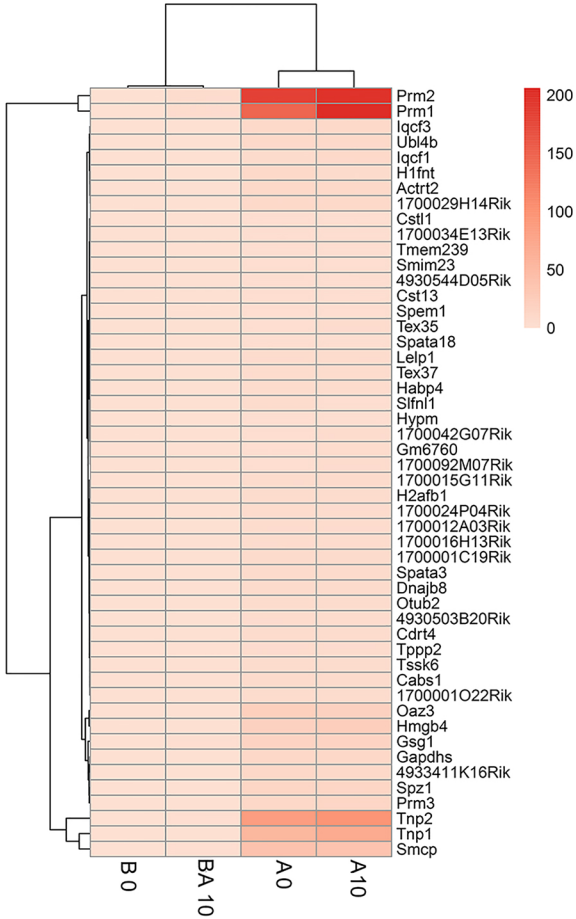

D

LC/SC

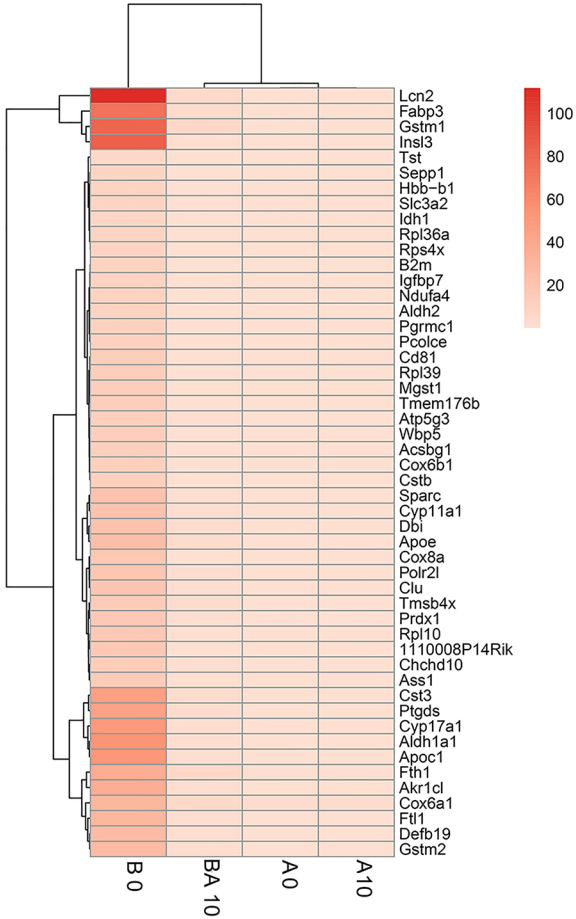

Figure S3. Heatmap of gene expression for SPG, SPC, ST, and LC/SC clusters in each group sample.

**A****Spg**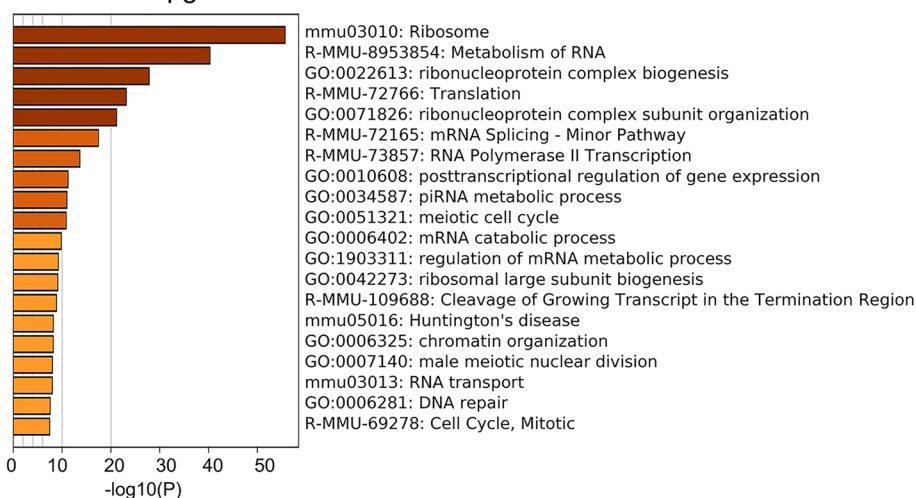**B****Spc**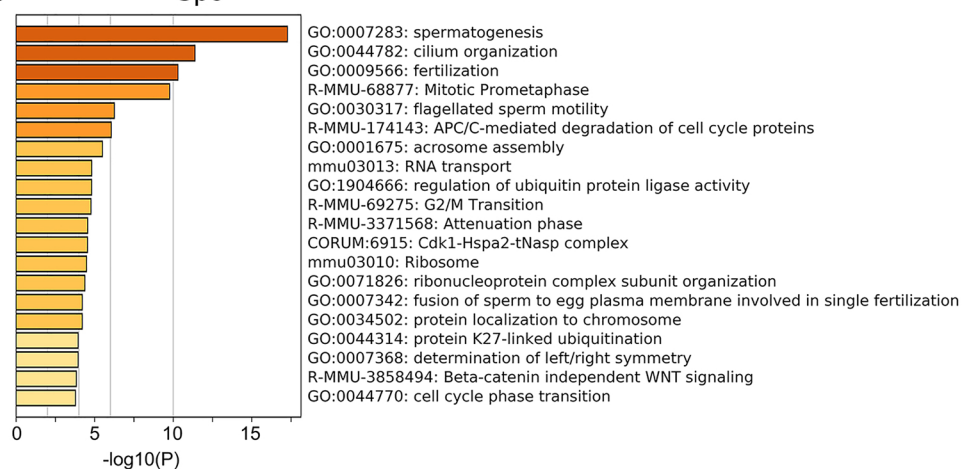**C****St**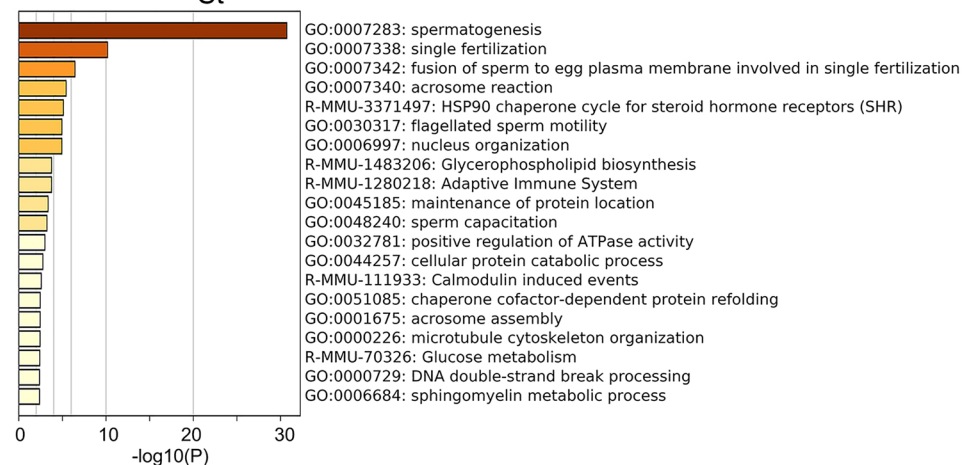**D****LC/SC**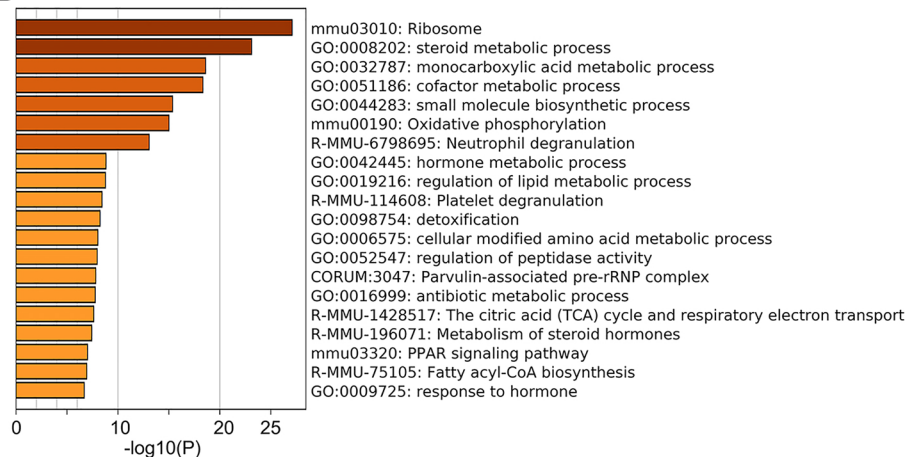

Figure S4. Enrichment analysis data for each group sampled individually.

**A**

A0-vs-A10 (Ex)

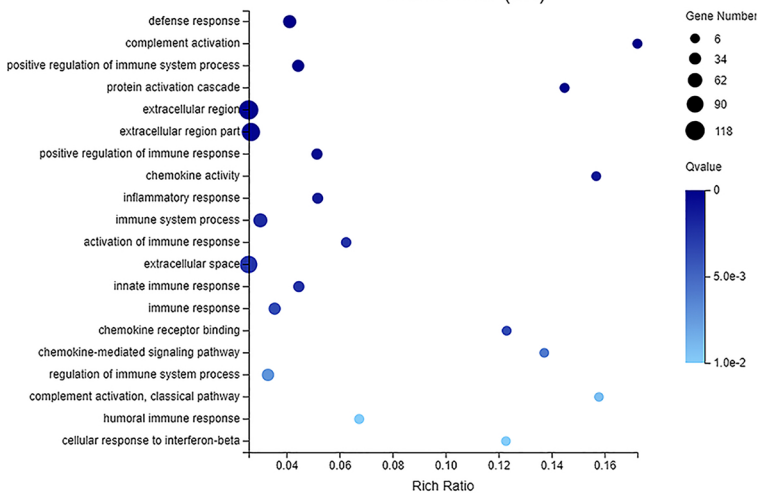**B**

A0-vs-A50 (Ex)

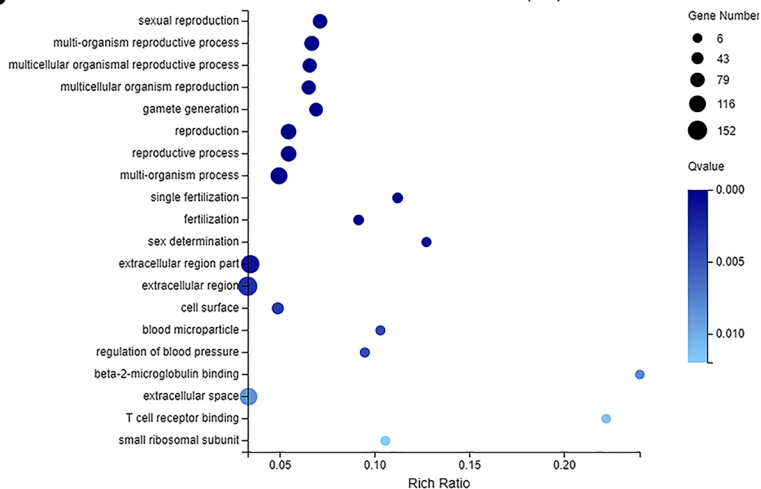**C**

B0-vs-BA10 (Ex)

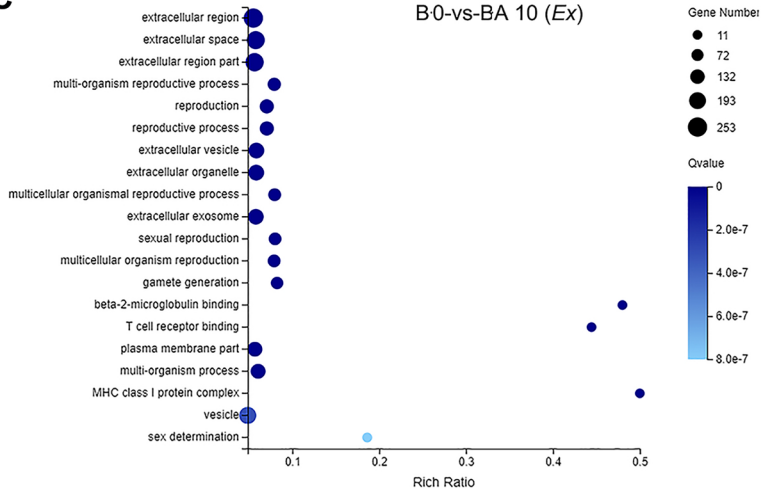**D**

B0-vs-BA50 (Ex)

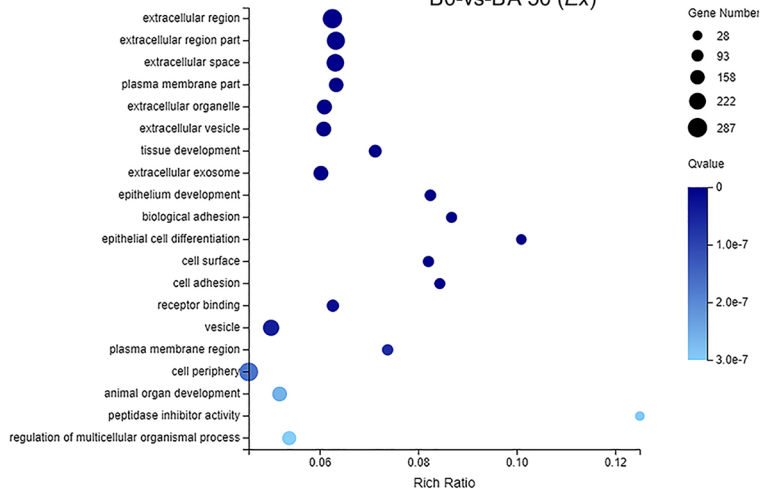

Figure S5. GO enrichment analysis for down-regulated genes in each of the four comparisons (*ex vivo*).

How the deposited data were processed for this re-analysis (not part of the article)

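RNA-seq values of cultured mouse testes were analyzed, with 18 samples in 6 groups of 3 (A0, A10, A50, B0, BA10 and BA50). Each sample's group and replicate number were taken from its labels and checked against the ex vivo methods of the paper. The authors prepared poly(A) RNA libraries, sequenced them on an Illumina HiSeq instrument, mapped the reads to reference genes with SOAPaligner and deposited the values of each gene in each sample as FPKM. The supplementary methods describe the unit as RPKM. The genome build is not named in the paper's text for these samples, and the aligner settings are those in the supplementary methods. The deposited FPKM values have 2 decimals, and their column sums differ between samples, so scaling beyond library size was not assumed. The number of reads per sample is unknown, no interval or detection limit was therefore computed from it, and the precision of each value was judged from the 3 samples of its group. A value of 0 was read as listed at 0. The in vivo experiments, the single-cell data, the metabolites, the microbiota, the blots and the sperm measurements were not analysed here.

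Gene numbers were matched to symbols through the annotation given for GRCm38, and 155 gene numbers found no symbol. The values were tested in R 4.3.3 with limma 3.58.1 (lmFit, and eBayes with trend) on log2(FPKM + 1), with 1 coefficient per group. The spread had 12 residual degrees of freedom and 2.56 prior degrees of freedom. Comparisons were A10 and A50 with A0, BA10 and BA50 with B0, B0 with A0, and the difference of the AOS change with and without busulfan at each concentration. Single genes and list scores were also tested with exact two-sided permutation tests over the 20 ways of dividing 6 samples. Gene lists of testicular cell types and of other tissues were tested with limma's fry, adjusted over the 90 combinations of list and the 5 comparisons of groups, and for the differences between AOS changes over their own 36 combinations. Shares of list genes were tested with Fisher's exact test against all other genes tested, which takes genes as independent although genes of a list can move together. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. The limma fit was tested on simulated values: 152, 177 and 191 of 200 changed genes among 15790 were called at log2 changes of 1.5, 2 and 3, and 0 unchanged genes were called. The changes went up or down, the changed genes were drawn from those with higher expression, and all genes varied independently.

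The design, the gene lists, the alternatives and the genes to be named were chosen before the data were examined, apart from those named as added later. The genes to be named were those the paper names or plots in Figure 4F and, in each comparison, the 3 with the largest rise and the 3 with the largest fall among the called genes whose groups did not overlap. Only the comparison of B0 with A0 had called genes. The alternatives were the replicate block, a fit of only the 2 groups compared, a pseudocount of 0.1, no filter, a strict filter (mean of at least 5 FPKM), quantile normalization, eBayes without trend, each replicate left out in turn, adjusted p under 0.05 with and without a fold limit, a ratio of group means of at least 2 without a test, camera in place of fry, lists without Prm1, Prm2, Tnp1 and Tnp2, control samples divided between comparisons, and Spearman's rho. Robust eBayes, sample quality weights estimated gene by gene, camera with the correlation between genes estimated from the residuals, and the ratio of at least 2 with the larger mean at least 1 FPKM were added after seeing the data. The pairing tried in the replicate block comes from the replicate numbers in the sample labels. The methods state that the cultures were repeated but do not say that numbers mark a shared repeat. MARS was not run, because it needs read counts. Correlations over called genes only were not computed, because no gene was called in the 4 AOS comparisons.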

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

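In this part, the divisions of the samples, the use of quantile normalization as a test of scaling, the use of the spermatid change and of the somatic score as tests of a loss of cells, and the order of the samples within B0 were chosen only after the result was seen.

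The paper does not report the comparison of B0 with A0 in culture. In it, 393 genes were called lower and 8 higher in B0. The largest falls among genes whose groups did not overlap were those of Tex101 (97.1 ± 8.10 FPKM in A0 and 0.877 ± 0.227 in B0, SD, n = 3 each), Stra8 (25.3 ± 6.05 in A0 and at most 0.02 FPKM in each B0 sample) and Mov10l1 (18.1 ± 0.970 in A0 and 0.413 ± 0.183 in B0). Their log2 changes were -5.71, -4.68 and -3.76, with limma adjusted p values of 9.21e-13, 2.03e-09 and 3.21e-10. The replicate block left 352 genes lower and 9 higher. The deviations of same-numbered B0 and A0 samples had a correlation of -0.21. Of the 4 splits of the 6 samples that part same-numbered samples, 1, the real one, gave as many called genes. Such a count cannot fall below 1 of 4, so this test by itself cannot tell the fall apart from a chance division. In the real split 401 genes were called, and in each of the 9 others, of which 6 keep a same-numbered pair together, 0 were (at most 1591 at an unadjusted p under 0.05). After quantile normalization 287 genes were lower, 284 of them also lower without it. At an adjusted p under 0.05, 10.7% of the changed genes were higher in B0, and 25.5% after quantile normalization. Without the 50 genes of largest mean FPKM, with samples scaled to the same sum, 408 genes were lower. Of the genes tested, 14501 (91.8%) had a GC content and a transcript length, and 372 of these were lower when fitted alone. With each sample's trend with GC content and gene length removed, 292 were lower. None of these corrections removed the fall.

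The spermatocyte list fell by 1.54 on the log2 scale (fry adjusted p 1.73e-07, 29 of 29 genes lower) and the spermatogonium list by 1.25 (fry adjusted p 1.73e-07, 13 of 15 genes lower). The spermatid list changed by 0.041 (fry adjusted p 0.924). Of the genes called lower, 16 of 29 tested spermatocyte genes (55.2%) and 7 of 15 tested spermatogonium genes (46.7%) were among them, against 2.39% and 2.45% of the other genes (Fisher's exact test, adjusted p 2.43e-17 and 3.04e-07), and 0 of 42 spermatid genes. The adjusted p of the spermatocyte and spermatogonium lists with the replicate block was 8.62e-07 and 4.69e-07, and over the settings that keep every sample it ranged from 1.58e-23 to 0.0725 and from 1.53e-08 to 0.0987, past 0.05 only in camera with the correlation estimated. A loss of spermatogonia and spermatocytes with spermatids kept is a hypothesis that the spermatid change of 0.041 leaves open but does not test apart from lower expression in cells that are still present. The mean score of the somatic cell genes, which a loss of germ cells should raise, changed by 0.044 (exact two-sided permutation p 0.8). Its parts did not move alike. The Leydig cell list rose by 0.34 (exact p 0.2), while the Sertoli and immune cell lists changed by -0.054 and -0.0014. The Leydig cell markers named in the paper, which are also in that Leydig list, rose by 0.54 with the groups apart (exact p 0.1, the smallest possible). The score therefore does not decide whether germ cells were lost. Depth and library batches could not be examined, because neither is given.

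Genes of the fat cell list were higher in B0 than in A0, with a mean log2 change of 2.82 (fry adjusted p 0.000954, 5 of 5 tested genes higher). It was 0.00372 with the replicate block and ranged from 2.16e-07 to 0.216 over the settings that keep every sample, so the rise did not pass 0.05 in all of them. The 3 largest rises among the called genes were those of Cfd (0.713 ± 0.778 FPKM in A0 and 58.1 ± 49.6 in B0, SD, n = 3 each), Car3 and Retn, with log2 changes of 4.83, 4.05 and 3.58 and limma adjusted p values of 0.000126, 0.000109 and 0.000269. Keratin genes of simple epithelia behaved alike, Krt7 with a log2 change of 3.14 (adjusted p 4.39e-05, limma). Within B0, the fat cell genes Cfd, Plin1, Cidec and Retn were highest in replicate 1 and lowest in replicate 2, while Krt7 was highest in replicate 2. RNA from adipocytes in the B0 samples, such as fat left on a testis, was a possible explanation. Of 12 further adipocyte genes, 1 had all 3 B0 samples above the other 15 samples, where at least 6 had been set as the mark of this source. RNA from duct epithelium in the B0 samples was tested in the same way, and 2 of 12 further duct epithelium genes met the condition, with the same mark of 6. Both counts were thus below the mark. Within B0, however, replicate 1 was the highest for 11 of the 12 further adipocyte genes, and replicate 2 for 11 of the 12 duct epithelium genes, as for Cfd and for Krt7, where 4 of 12 would be so by chance if genes were independent. This order was looked at only after the counts, and it leaves both sources open. Some of these adipocyte genes, such as Lpl and Scd1, were also expressed outside B0 (means of 14.9 and 45.2 FPKM over the other samples), and others were near 0 in each sample, so the mark was hard to meet. Of the 18 epididymis genes in the table, only 3 had enough expression to be tested. The condition was met by 2 of the 18, and B0 replicate 2 was highest for 10. Crisp1, which met it, was at 1.83, 37.4 and 2.80 FPKM in B0 replicates 1, 2 and 3 and at most 0.24 in the other samples. A response of the tissue to busulfan was not separated from a difference in dissection, and no biological explanation was tested. The BA10 and BA50 samples, which also had busulfan, did not show the rise, so the B0 samples differ from both A0 and the AOS groups in these genes, and the falls in BA10 and BA50 are taken against the same 3 samples.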

How the results depend on the processing

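Robust eBayes, the sample quality weights, camera with the correlation estimated and the ratio of at least 2 with a larger mean of at least 1 FPKM were chosen only after the data were seen. The cause of a change between settings was not tested. Counts are given as higher and lower.

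In the 4 AOS comparisons the counts at the limits used were 0 and 0 (unadjusted p under 0.05: 2405 genes in A10, 2471 in A50, 798 in BA10 and 3841 in BA50). They stayed 0 with the replicate block, with only the 2 groups compared, with no filter, with the strict filter, with quantile normalization, without trend and with robust eBayes. The correlation of same-numbered samples was -0.02 for A50 and 0.09 for BA10, whose counts with the replicate block were also 0 and 0. In that fit the limma adjusted p in BA10 was 0.0281 for Krt7, 0.0526 for Krt8 and Krt18 and 0.0791 for Car3 (0.00839 to 0.740 for Krt7 over the settings). A pseudocount of 0.1 gave 1 lower gene in A10 and 1 in A50, and sample quality weights 1 higher and 1 lower in A50. At an adjusted p under 0.05 with a log2 change of at least 1, there were 4 lower genes in BA10, and 1 higher and 12 lower in BA50. Without a fold limit there were 4 lower genes in BA10, and 1 higher and 14 lower in BA50. Leaving out each replicate in turn gave 0 to 1 lower genes in BA10 and 0 to 1 in BA50, with 0 in all other AOS counts. At an adjusted p under 0.05 with the fold limit, the ranges were 0 to 14 lower genes in BA10, and 0 to 189 higher and 0 to 105 lower in BA50. No gene was called for the 2 differences between AOS changes with and without busulfan (627 and 992 at an unadjusted p under 0.05) in any setting that gives them at these limits.

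A ratio of group means of at least 2 without a test gave 1303 and 1277 genes in A10, 1188 and 1589 in A50, 1377 and 1754 in BA10, 1821 and 1676 in BA50, and 1328 and 2738 in B0 compared to A0. It gave 570 shared higher genes in A10 and A50 and 801 in BA10 and BA50, where the test gave none. With a larger mean of at least 1 FPKM the counts were 170 and 180, 149 and 282, 144 and 365, 341 and 359, and 295 and 886, and 54 and 82 higher genes were shared.

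For B0 compared to A0 the counts were 8 and 393. An adjusted p under 0.05 with the fold limit gave 62 and 513, and without it 232 and 1941. The fit of only the 2 groups gave 0 and 58 (880 genes were higher at an unadjusted p under 0.05 with all groups in the fit), the strict filter 5 and 184, and sample quality weights 22 and 495. They were 9 and 352 with the replicate block. Over the 6 fits that each left out one replicate, 2 to 13 genes were higher and 290 to 404 lower.

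The Fig. 4F genes kept a mean log2 change of 1.04 in BA50 with the replicate block and with only the 2 groups compared, but their adjusted p rose to 0.0516 and 0.163 (2.43e-14 to 0.303 over all settings that keep every sample). Without each replicate in turn the change was 0.80 to 1.23, and 4 of the 6 fits no longer passed 0.05. The change in A10 was -0.026 to 0.49 across such fits, negative without A10 replicate 3. With camera in place of fry, an adjusted p under 0.05 was reached by the Fig. 4F genes in A10 (0.22) and BA10 (0.64) and by the spermatid list in A10 (0.36), A50 (0.35), BA10 (0.42) and BA50 (0.72), the numbers in parentheses being the unchanged mean log2 changes. Camera also brought under 0.05 the spermatocyte list (adjusted p 7.88e-06 in A10, 3.71e-08 in A50, 3.48e-05 in BA10 and 3.37e-05 in BA50), the immune cell list (0.0142 in A10, 0.0246 in A50 and 0.00874 in BA50) and the spermatogonium list in A10 (0.0246). With the correlation between genes estimated, none of these lists passed in the 4 AOS comparisons (0.303 to 0.959), the Fig. 4F genes in BA50 (1.04) included, and the fat cell list did not pass in BA10 (0.0931), BA50 (0.263) or B0 (0.216), nor did the spermatocyte (0.0725) and spermatogonium (0.0987) lists in B0. The spermatocyte list in A50 passed with quantile normalization (0.0455) and sample quality weights (0.00326), its range over these settings being 3.71e-08 to 0.303. The spermatid list in B0 compared to A0 ranged from -0.13 to 0.27 when each replicate was left out, negative in 4 of the 6 fits, with adjusted p from 0.741 to 0.992. With control samples divided so that none was shared, r fell to 0.43 for A10 and A50 and to 0.40 for BA10 and BA50.

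The share of spermatid genes among the genes at least 2 times higher in BA50 was 0% to 28.6% without each replicate, and the share of spermatogonium genes fell to 0% when a larger mean of at least 1 FPKM was required. Among the other list results, 83 values over the settings that keep every sample stayed on their side of the test, 9 became weaker, 4 stronger and 1, the spermatogonium share, changed direction. The fry values without trend and with robust eBayes were identical to those of the fit used throughout. Values from these settings are among the 83 but are no check of the fry results. When a replicate was left out 58 stayed, 3 became weaker, 4 stronger and 1, the spermatid share, changed direction. Among single genes, 304 stayed and 4 became weaker, and when a replicate was left out 204 stayed, 4 became weaker and 2 stronger. For single genes the side was set by the limits for calling a gene, with an adjusted p of at most 0.001. A gene that never reached them counts as having stayed. Krt7 in BA50 is such a gene, although its limma adjusted p ranged from 0.00496 to 0.287. The number that stayed therefore does not show that the adjusted p values were stable. The unknown depth limits what can be said about genes with low values, where 1 read can change the ratio. MARS was not run, and correlations over called genes only gave no value, because there were none.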

Differences from the paper's values

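For every count of genes in this part, none of the alternatives set before the data were examined came within 1.5 times of the paper's value, and neither did the alternatives added after seeing the values. The paper gives 431 genes higher and 428 lower in A10 compared to A0, where limma called 0 and 0. Of A50 compared to A0 it gives 314 and 649, again 0 and 0 here. For BA10 compared to B0 the paper's counts are 345 and 835, and for BA50 compared to B0 they are 681 and 808. Both were 0 and 0 here. At an unadjusted p under 0.05 there were 2405, 2471, 798 and 3841 genes in the 4 comparisons. By direction, 298 of these were higher in BA10 and 916 lower in A50, which is within 1.5 times of the paper's 345 and 649, and the other 6 counts were not (712 higher and 1693 lower in A10, 1555 higher in A50, 500 lower in BA10, 2006 higher and 1835 lower in BA50), although an unadjusted p was not among the alternatives. The ratio of at least 2 without a test gave counts above the paper's in all 8 cases (1188 to 1821 genes), and the ratio with a larger mean of at least 1 FPKM, chosen after seeing the values, gave counts below the paper's in all 8 (144 to 365 genes).

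In Fig. 4F the green columns stand for BA10 compared to B0 in the key of the figure and for the single-cell data in vivo in the text. Read as BA10 compared to B0, the column of Prm2 is at about 27, read by eye, and the ratio of mean FPKM here was 1.96. Prm1 is at about 18 against 1.73 here, Tnp2 at about 18 against 1.66, Tnp1 at about 6.2 against 1.62, and Odf1 at about 3.2 against 1.61. Leaving out each replicate in turn, the alternative set before the data were examined that changes these ratios, did not bring any of the 5 within 1.5 times of the paper's column. The red columns, which text and key assign to the cultured testes, lay within 1.5 times of the BA50 to B0 ratio of mean FPKM for 30 of 30 genes. For the 5 genes listed, the green values therefore argue against the reading in the key. The caption of the figure, like the text, names single-cell data in vivo. Under that reading the green columns and the culture ratios are unlike measures, and the gaps are no difference from the paper.

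The paper states that the genes raised in each comparison were enriched in spermatogenesis. No gene ontology was used here. Of the 42 spermatid genes, 0 had a ratio of at least 2 in A10, A50 or BA10 and 4 had one in BA50. In BA50, 4 of the 4 spermatid markers named in the paper and 25 of the 25 tested Fig. 4F genes had one. The paper took these genes in part from the same samples, so the counts restate its figure and are no separate test of its statement. With sample quality weights, chosen after seeing the values, the limma adjusted p of Prm1, Prm2, Tnp1, Tnp2 and Odf1 in BA50 lay between 0.0349 and 0.0487, against 0.101 to 0.111 without weights. Over all alternatives that keep every sample it ranged from 0.0349 to 0.287.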

Other observations

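In this part, the divisions of the samples and exchanges of labels behind the counts of genes, the use of the spermatid genes outside Fig. 4F, of the relation between scores and of the somatic scores, the use of the difference between AOS changes as a test of a need for busulfan damage, the choice of genes from 1 B0 sample and the sets of 3 samples were chosen only after the result was seen.

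The counts of genes at an unadjusted p under 0.05 were set against other divisions of the samples that part same-numbered samples, of which there are 4 for each comparison. As many genes came from 2 of the 4 splits in A10 compared to A0 (2425 in the other one), and from 1 of the 4 splits, the real one, in A50, in BA10 and in BA50. The largest count from another of these splits was 380 in A50 (real 2471), 701 in BA10 (real 798) and 930 in BA50 (real 3841). Among all 10 splits, of which the other 6 keep a same-numbered pair together, as many came from 2 in A10, 1 in A50, 3 in BA10 (up to 1297) and 2 in BA50 (3956 in the other one). A count of 1 of 4 is the smallest possible, so none of the 4 comparisons can be told apart from a chance division in this way. For the difference between AOS changes with and without busulfan, labels of AOS and control were exchanged within same-numbered samples in 32 ways. As many genes came from 19 of the 32 ways at 10 μg/mL and from 10 of the 32 ways at 50 μg/mL. These counts of differing genes are thus no larger than such exchanges give. Exchanging every label of 1 arm turns the difference into a sum, so an AOS effect shared by both arms also raises the counts of the exchanges.

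The rise of the Fig. 4F genes in BA50 was tested on genes outside that figure. The mean log2 change of the 42 spermatid genes outside Fig. 4F was 0.72, and 42 of 42 were higher, although the fry test of this list gave an adjusted p of 0.188. Since spermatid genes move together from sample to sample (estimated correlation 0.896), genes chosen for a chance rise would bring the other spermatid genes with them, and the rise cannot be told apart from such a choice. A larger share of spermatids in some of the tissue samples could also raise these genes. Within groups, samples with a high spermatid score would then have low scores for somatic cell genes (Sertoli, Leydig and immune cells). Over the 18 samples, as deviations from their group means, Pearson's r was -0.87 and Spearman's rho -0.87 (exact permutation p within groups 0.000364 for both, 1 relation computed). Without A10 replicate 3 and BA10 replicate 2, the samples farthest out in the spermatid score, r was -0.79. Variation in the share of germ cells may thus contribute to the spread within groups, but this relation does not address the difference between BA50 and B0. The mean score of the somatic cell genes changed by -0.31 in BA50 compared to B0 (exact two-sided permutation p 0.2), and by -0.42 in A10 and -0.32 in A50 compared to A0 (0.1 for both, the smallest possible). A larger share of germ cells in the sample cannot be told apart from other causes of the rise. Values scaled to the reads of a sample must fall elsewhere when abundant genes rise, and this test does not separate that from a change in cell numbers. No sequencing batch is given for these samples, so the relation was not recomputed within batches.

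The changes with AOS were alike with and without busulfan, with r across genes of 0.37 at 10 μg/mL and 0.47 at 50 μg/mL between comparisons that share no sample. By exchange of AOS and control labels within same-numbered samples, an r as large came from 6 of the 32 ways at 10 μg/mL and from 4 of the 32 ways at 50 μg/mL. Chance direction of the changes could therefore give such values, since genes move together from sample to sample.

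An effect of AOS that needs busulfan damage would raise spermatocyte genes more after busulfan than without it. The mean log2 change of the spermatocyte list was 0.36 in BA50 and 0.38 in A50, and the tested difference was -0.019 (fry adjusted p 0.970). With a pseudocount of 0.1 the changes were 0.46 in BA50 and 0.41 in A50, so which of them is larger depends on the scale, and a rise that is larger after busulfan was not shown. The fry adjusted p was 0.0716 in A50 and 0.114 in BA50, and it ranged from 3.71e-08 to 0.303 in A50 and from 3.37e-05 to 0.386 in BA50 over the settings that keep every sample. The 393 genes called lower in B0 than in A0 rose by a mean log2 change of 0.25 in BA50, against a loss of -1.59. Because the same B0 samples enter the loss and the gain, the genes were also chosen from 1 B0 sample and their gain taken against the other 2. The mean gain over the 3 ways was then 0.18, and it was 0.17, 0.20 and 0.17 in each. The genes chosen in this way also differed (120 to 226 genes, with a mean loss of -1.93). The gain of 0.18 shares no B0 sample with the choice of its genes, but it was not set against the spread between samples. A rise beyond that spread was therefore not shown, and how much of the 0.25 comes from the shared B0 samples stays open. An earlier plan to compare the gain of the spermatocyte list in the same way was dropped, because the mean over the 3 ways is fixed for a list chosen beforehand.

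In A50, 363 genes had all 3 samples above the other 15, where 19.4 would be so if the order of the samples were random. Of the 816 sets of 3 samples, 6 had as many such genes, the real one included, and a set mixing groups had up to 702. Most of these sets mix samples with and without busulfan, so they are no even reference for 3 samples without it. A50 also had the most such genes of the 6 groups. The test therefore cannot say whether a chance set of 3 samples is an unlikely source of the 363. The sets with more show that groups other than the treatments can stand apart as far. No other technical or biological explanation of the A50 genes was tested.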
